# Long Term Delta-9-tetrahydrocannabinol Administration Inhibits Proinflammatory Responses in Minor Salivary Glands of Chronically Simian Immunodeficieny Virus Infected Rhesus Macaques

**DOI:** 10.3390/v12070713

**Published:** 2020-07-01

**Authors:** Xavier Alvarez, Karol Sestak, Siddappa N. Byrareddy, Mahesh Mohan

**Keywords:** THC, HIV/SIV, rhesus macaque, minor salivary gland inflammation, miR-29b

## Abstract

HIV/SIV-associated oral mucosal disease/dysfunction (HAOMD) (gingivitis/periodontitis/salivary adenitis) represents a major comorbidity affecting HIV patients on anti-retroviral therapy. Using a systems biology approach, we investigated molecular changes (mRNA/microRNA) underlying HAOMD and its modulation by phytocannabinoids (delta-9-tetrahydrocannabinol (∆^9^-THC)) in uninfected (*n* = 5) and SIV-infected rhesus macaques untreated (VEH-untreated/SIV; *n* = 7) or treated with vehicle (VEH/SIV; *n* = 3) or ∆^9^-THC (THC/SIV; *n* = 3). Relative to controls, fewer mRNAs were upregulated in THC/SIV compared to VEH-untreated/SIV macaques. Gene enrichment analysis showed differential enrichment of biological functions involved in anti-viral defense, Type-I interferon, Toll-like receptor, RIG-1 and IL1R signaling in VEH-untreated/SIV macaques. We focused on the anti-ER-stress anterior gradient-2 (*AGR2*), epithelial barrier protecting and anti-dysbiotic WAP Four-Disulfide Core Domain-2 (*WFDC2*) and glucocorticoid-induced anti-inflammatory *TSC22D3* (TSC22-domain family member-3) that were significantly downregulated in oropharyngeal mucosa (OPM) of VEH-untreated/SIV macaques. All three proteins localized to minor salivary gland acini and secretory ducts and showed enhanced and reduced expression in OPM of THC/SIV and VEH/SIV macaques, respectively. Additionally, inflammation associated miR-21, miR-142-3p and miR-29b showed significantly higher expression in OPM of VEH-untreated/SIV macaques. *TSC22D3* was validated as a target of miR-29b. These preliminary translational findings suggest that phytocannabinoids may safely and effectively reduce oral inflammatory responses in HIV/SIV and other (autoimmune) diseases.

## 1. Introduction

Although innate and adaptive immune functions are maintained in the oral mucosa during acute HIV/SIV infection, these responses become markedly impaired during chronic HIV infection and are not fully restored by combination anti-retroviral therapy [1,2,3,4,5,6]. Persistent oral mucosal inflammation/immune activation characterized by dysregulated proinflammatory cytokine production and dysbiosis are characteristics of chronic HIV/SIV infection [2,3,4,7,8,9,10,11,12]. Recent studies have identified moderate to severe oral manifestations (chronic periodontitis) in about 66% of HIV-infected patients on cART, suggesting persistent oral immune activation in cART treated patients [10]. 

Several studies have provided detailed descriptions of oral manifestations and their accompanying changes in immunophenotypic composition and cytokine production in HIV/SIV infection [1,2,3,4,8,9,11,12,13,14]. Nevertheless, the underlying molecular mechanisms remain unclear and represent an understudied area of HIV/SIV infection. In the past decade, miRNAs have emerged as powerful regulators of diverse cellular processes with more important roles in immune cell development, inflammatory responses and disease pathogenesis [15,16]. In addition to cytokines and transcription factors, recent studies show miRNA-mediated gene regulation to play critical roles in the pathogenesis of periodontitis (PO), Sjogren (Sjs), Oral lichen planus (OLP) and oral malignancy [17,18,19,20]. In this regard, a causal relationship between dysregulated miRNA (miR-146a, miR-30 and miR-155) expression and periodontitis has been proposed for further investigation [21,22,23]. However, it is striking that miRNA-mediated dysregulation of gene expression in the oral cavity during the course of HIV/SIV infection remains unknown and unaddressed.

While cART suppresses plasma viremia and partially restores immune reconstitution, chronic systemic and local immune activation (oral cavity) persists [2,3,4,7,9,10] and does not fully subside to baseline levels. Therefore, an important question with potential implication for oral immune homeostasis includes whether immune-modulating agents either alone or in combination with cART can reverse some of the oral immune perturbations induced by chronic HIV/SIV disease and whether feasible pharmacological strategies aimed at attenuating inflammation/immune cell activation can slow HIV/SIV disease progression, restore oral immune function and prevent further loss of immune function. 

Although we demonstrated the anti-inflammatory effects of cannabinoids in the distal gastrointestinal (GI) tract (colon and jejunum) of SIV-infected rhesus macaques [24,25,26], its impact on the upper GI tract, especially on HIV/SIV-induced oral mucosal inflammation, remained to be determined. Here, we report the first genome wide changes in gene and microRNA expression in the oropharyngeal mucosa in response to chronic SIV infection and more importantly, demonstrate the potential of long-term administration of the anti-inflammatory cannabinoid, delta-9-tetrahydrocannabinol (∆^9^-THC) to effectively modulate proinflammatory gene expression. Specifically, long-term THC administration preserved the expression levels of *AGR2* (anterior gradient 2)*, WFDC2* (WAP Four-Disulfide Core Domain 2) and *TSC22D3* (TSC22 domain family member 3), three important proteins that play key roles in maintenance of the structure and function of the oral mucosal barrier. Furthermore, we demonstrate the ability of miR-29b, a miRNA significantly upregulated in oropharyngeal mucosa (OPM) of SIV-infected rhesus macaques, to post-transcriptionally regulate *TSC22D3* expression. To the best of our knowledge, these preliminary findings for the first time highlight the anti-inflammatory effects of cannabinoids in the oral cavity during HIV/SIV infection. These findings have broader implications for not only HIV but also other chronic inflammatory diseases of the minor salivary gland (MiSG) characterized by persistent inflammation and salivary dysbiosis [27,28,29]. 

## 2. Materials and Methods

### 2.1. Animal Care, Ethics and Experimental Procedures

All experiments using rhesus macaques were approved by the Tulane Institutional Animal Care and Use Committee (Protocol No-3781) The Tulane National Primate Research Center (TNPRC) is an Association for Assessment and Accreditation of Laboratory Animal Care International accredited facility (AAALAC #000594). The NIH Office of Laboratory Animal Welfare assurance number for the TNPRC is A3071-01. All clinical procedures, including administration of anesthesia and analgesics, were carried out under the direction of a laboratory animal veterinarian. Animals were anesthetized with ketamine hydrochloride for blood collection procedures. Animals were pre-anesthetized with ketamine hydrochloride, acepromazine and glycopyrrolate, intubated and maintained on a mixture of isoflurane and oxygen. All possible measures were taken to minimize the discomfort of all the animals used in this study. Tulane University complies with NIH policy on animal welfare, the Animal Welfare Act and all other applicable federal, state and local laws.

### 2.2. Animal Model and Experimental Design

Nineteen age- and weight-matched male Indian rhesus macaques divided into four groups (Table 1) were used for these studies. Out of the eight, Group 1 vehicle untreated chronically SIV-infected (VEH-untreated/SIV) rhesus macaques, seven each were used for global microRNA expression (all but IJ60) and RNA-seq (all but P673) studies. For immunofluorescence studies, six age- and weight-matched male Indian rhesus macaques (Table 1) were randomly assigned to two groups. One group (*n* = 3; Group 2) received twice daily injections of vehicle (VEH/SIV) (1:1:18 of emulphor:alcohol:saline) and the other group (*n* = 3; Group 3) received twice daily injections of Δ^9^-THC (THC/SIV) beginning four weeks prior to SIV infection until 6 months post SIV infection. Five uninfected control (Group 4) age- and weight-matched male Indian rhesus macaques (Table 1) were used for global microRNA expression and RNA-seq studies. The absence of vehicle treatment in Group 1 rhesus macaques is unlikely to impact the studies as we recently demonstrated that vehicle treatment alone did not make any differences to the outcome [25]. In that study, rhesus macaques that did (IH96, HV48, IN24 and JC81) and did not receive (FT11, GH25, HB31, GA19 and HD08) vehicle showed no differences in *DEFA4* and *DEFA6* gene expression after SIV infection [25] and therefore were categorized as VEH/SIV RMs. In contrast, *DEFA4* and *DEFA6* expression in colon of THC treated SIV-infected macaques did not differ from uninfected control macaques. Chronic administration of VEH (Group 2) or Δ^9^-THC (Group 3) was initiated four weeks before SIV infection at 0.18 mg/kg as used in previous studies [24,25,26,30,31]. This dose of Δ^9^-THC was found to eliminate responding in a complex operant behavioral task in almost all animals [31]. All macaques with the exception of JJ71 were infected intravenously with 100TCID_50_ dose of the CCR5 tropic SIVmac251. Macaque JJ71 was infected with the molecular clone SIVmac239. The dose was subsequently increased for each subject to 0.32 mg/kg, over a period of approximately two weeks when responding was no longer affected by 0.18 mg/kg on a daily basis (i.e., tolerance developed), and maintained for the duration of the study. The optimization of the THC dosing in rhesus macaques accounts for the development of tolerance during the initial period of administration. Because in previously published studies [30,31] this dose of THC showed protection, the same dose was used in this study. The 0.32 mg/kg dose was also shown to be effective in SIV-infected rhesus macaques of Chinese origin [32]. SIV levels in plasma and OPM were quantified using the TaqMan One-Step Real-time RT-qPCR assay that targeted the LTR gene [24,25]. At necropsy, OPM tissue segments were collected in RNAlater (Thermo Fisher Scientific) and Z-fix for total RNA extraction and embedding in paraffin blocks. 

### 2.3. Global MicroRNA (miRNA) Profiling

Micro-RNA expression profiling was performed using TaqMan OpenArray Human MicroRNA panels (Thermo Fisher Scientific) [24,25,33,34] and RNA-seq (Novogene Inc, Sacramento, CA, USA), respectively. Briefly, total RNA from OPM tissue was isolated using the miRNeasy total RNA isolation kit (Qiagen Inc., Germantown, MD USA) following the manufacturer’s protocol. Approximately 100 ng total RNA were first reverse transcribed using the micro-RNA reverse transcription reaction kit (Thermo Fisher Scientific, Austin, TX, USA). 

Briefly, two master mixes representing either OpenArray panel (Panels A and B) were prepared for each RNA sample, which consisted of the following reaction components: 0.75 μL MegaPlex RT primers (10×), 0.15 μL dNTPs with dTTP (100 mM), 1.50 μL MultiScribe™ Reverse Transcriptase (50 U/μL), 0.75 μL 10× RT Buffer, 0.90 μL MgCl_2_ (25 mM), 0.09 μL RNase Inhibitor and 0.35 μL nuclease-free water (20 U/μL). Three microliters of total RNA (100 ng) were loaded into appropriate wells of a 96-well plate together with 4.5 μL of the RT reaction master mix. After a brief spin and 5 min of incubation on ice, samples in the 96-well plate were subjected to the following thermal cycling conditions on the ABI 7900 HT Fast PCR system: standard or max ramp speed, 16 °C for 2 min, 42 °C for 1 min, 50 °C 1 s (40 cycles), 85 °C 5 min, 23 °C. Immediately after thermal cycling, the 96-well plate containing cDNA was stored at −80 °C.

For pre-amplification, 2.5 μL of the cDNA from each sample were mixed with a total of 22.5 μL of pre-amplification reaction master mix consisting of 12.5 μL TaqMan^®^ PreAmp Master Mix (2×), 2.5 μL Megaplex™ PreAmp Primers (10×) and 7.5 μL nuclease-free water in a 96-well plate. After a brief vortex and spin, samples in the 96-well plate were subjected to the following thermal cycling conditions on the ABI 7900 HT Fast PCR system: standard or max ramp speed, hold 95 °C 10 min; hold 55 °C 2 min; hold 72 °C 2 min; 12 cycles at 95 °C 15 s and 60 °C 4 min; hold 4 °C. The preamplified product was diluted 40 times by mixing 4 μL of the preamplified product with 156 μL of 0.1× TE pH 8.0 and loaded onto TaqMan^®^ OpenArray^®^ human micro-RNA plates for processing using the QuanStudio™ 12K Flex Real-Time PCR system (Life Technologies). 

### 2.4. RNA-Seq Library Construction, Clustering and Sequencing

Transcriptome profiling by RNA-seq and data analysis were performed by Novogene Inc. cDNA library construction and sequencing were performed by Novogene Co. Ltd., Beijing, CA (http://www.novogene.cn/). For library construction, ~3 μg of total RNA from each sample were used to enrich mRNA with the poly-T oligo-attached magnetic beads. The purified mRNA was then randomly cleaved into small fragments using NEBNEXT RNA fragmentation buffer (NEB, Ipswich, MA, USA) following the manufacturer’s instructions. First-strand cDNA was synthesized using random hexamers and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis by nick translation was subsequently performed using *E. coli* DNA polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. The final cDNA library was prepared after a round of purification, terminal repair, A-tailing, ligation of sequencing adapters, size selection and PCR enrichment. The cDNA fragments of preferentially 250−300 bp in length were selected using with AMPure XP system (Beckman Coulter, Irving, TX, USA.) and PCR amplified using Phusion High-Fidelity DNA polymerase (NEB, Ipswich, MA, USA), Universal PCR primers and Index (X) Primer. PCR products were then purified using AMPure XP system (Beckman Coulter, Irving, TX, USA), and library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent Technologies, Cedar Creek, TX, USA.). The clustering of the index-coded samples was performed on a cBot Cluster Generation System, using TruSeq SR Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq 6000 platform and 150 bp paired end reads were generated.

### 2.5. Cloning of 3′-UTR of AGR2 and TSC22D3 mRNA and Dual-Glo Luciferase Reporter Gene Assay

The 3′ UTR of the rhesus macaque *AGR2* and *TSC22D3* mRNA contains a single predicted miR-29b binding site (TargetScan 7.2) [24,25,33,34]. Accordingly, two separate short 34 nucleotide sequences containing the predicted miR-29b site on the 3′ UTRs of *AGR2* (5′-UGAUUUCUUUGGCCCCUGGACUA**UGGUGCU**CUA-3′) and *TSC22D3* (5′-UUUGAAUGCCAAACCCACCAUUCA**UGCU**GAC-3′) were synthesized (IDTDNA Technologies Inc., Coralville, IA, USA) for cloning into the pmirGLO Dual-Luciferase vector (Promega Corp, Fitchburg, WI, USA). Two separate oligonucleotides with the miR-29b binding site deleted (*n* = 7 nucleotides) on the 3′ UTR sequence of *AGR2* (5′-UGAUUUCUUUGGCCCCUGGACUACUA-3′) and *TSC22D3* (5′-UUUGAAUGCCAAACCCACCAUUCAGAC-3′) were also synthesized to serve as a negative control. The oligonucleotide sequences were synthesized with a *Pme1* site on the 5′ and *Xba1* site on the 3′ end for directional cloning. The pmirGLO vector was first cut with *Pme1* and *Xba1* restriction enzymes, gel purified and ligated with either wild-type sequence containing the miR-29b binding site (*AGR2* or *TSC22D3*-wtUTR) or deleted sequence (*AGR2* or *TSC22D3*-delUTR). We used HEK293 cells for the reporter assay as >95–98% of these cells can be successfully transfected with exogenous nucleic acids using the Lipojet^®^ transfection reagent (Signagen, Gaithersburg, MD, USA). HEK293 cells were plated at a density of 2 × 10^4^ cells per well of a 96-well plate. At 60–70% confluence, cells were co-transfected with ~100 ng *AGR2*, *TSC22D3*-wtUTR, *AGR2* or *TSC22D3*-delUTR luciferase reporter vector and 20 and 40 nM miR-29b or negative control (cel-miR-67-3p) mimic using the Lipojet^®^ transfection reagent (Signagen). After 72 h, the Dual Glo luciferase assay was performed according to the manufacturer’s recommended protocol (Promega Corp,) using the BioTek H4 Synergy plate reader (BioTek, Winooski, VT). The normalized *firefly* to *renilla* ratio was calculated to determine the relative reporter activity. Experiments were performed in 6 replicates and repeated thrice. 

### 2.6. Immunofluorescence for Cellular Localization of AGR2, WFDC2 and TSC22D3 in OPM Tissues

Immunofluorescence studies for the detection of *AGR2* (1 in 100 dilution) (Abcam, Cat No: ab227584), *WFDC2* (1 in 250 dilution) (Abcam, Cat No: ab200828) and *TSC22D3* (1 in 50 dilution) (Abcam, Cat No: ab197987) were performed as described previously [24,33,34]. Epithelial expression of *AGR2*, *WFDC2* and *TSC22D3* positive cells was confirmed using cytokeratin (1 in 500) (Biocare, Denmark) and appropriate Alexa fluorophor conjugated secondary antibodies (Thermo Fisher Scientific, Austin, TX, USA). Localization of *AGR2* protein expression to the endoplasmic reticulum (ER) was confirmed using the ER marker GRP94 (1 in 1000 dilution) (Abcam, Cat No: ab210960).

### 2.7. Quantitative Image Analysis of OPM Sections

Briefly, two slides containing OPM sections from each animal were stained with antibodies specific for all three marker genes. No differences in staining intensity were detected between slides for each macaque. For quantification, images from ten fields per slide were collected for each of the five macaques shown in Figures 2–4. Quantitation of cells and regions of interest [35] labeled by *AGR2, WFDC2* and *TSC22D3* was performed using Volocity 5.5 software (PerkinElmer, Austin, TX, USA) after capturing images on a Leica confocal microscope. Several ROI were hand drawn on the epithelial, lamina propria and submucosal regions containing MiSGs and their excretory ducts in the images captured from OPMs of VEH or THC treated chronically SIV-infected rhesus macaques (Groups 2 and 3 in Table 1) and processed utilizing the same brightness, density and black level settings. The data were graphed using Prism v8 software (GraphPad software, San Diego, CA, USA). 

### 2.8. miR-29b Overexpression Studies

To determine the impact of miR-29b on *TSC22D3*, we overexpressed FAM labeled locked nucleic [36] conjugated miR-29b mimics (Qiagen Inc.) in A549 (ATCC^®^ CCL-85) adenocarcinomic human alveolar basal epithelial cell line) cell line as these cells abundantly expressed *TSC22D3* protein. Initial screening of TR147 oral carcinoma and A253 submaxillary salivary epithelial cells revealed complete lack of *TSC22D3* protein expression in both cell types. A549 cells were cultured at a density of 5 × 10^5^ cells in each well of an eight-well chamber slide (Thermo Fisher Scientific) in complete DMEM containing 10% FBS and antibiotics and antimycotics. At 90% confluence, cells were transfected with two different concentrations of FAM-LNA-miR-29b or FAM-LNA-negative control mimic using the Lipojet transfection reagent (Signagen). Cells were fixed with 2% paraformaldehyde at 96 h post transfection and immunostained with *TSC22D3* and later with DAPI for nuclear localization. 

### 2.9. Quantitation of Mucosal Viral Loads

Total RNA samples from all SIV-infected animals were subjected to a quantitative real-time TaqMan One-step RT-qPCR analysis to determine the viral load in plasma and colon tissue. Briefly, primers and probes specific to the SIV LTR sequence were designed and used in the real-time TaqMan PCR assay. Probes were conjugated with a fluorescent reporter dye (FAM) at the 5′ end and a quencher dye at the 3′ end. Fluorescence signal was detected with an ABI Prism 7900 HT sequence detector (Thermo Fisher Scientific). Data were captured and analyzed with Sequence Detector Software Thermo Fisher Scientific). Viral copy number was determined by plotting *C*_T_ values obtained from the colon and jejunum samples against a standard curve (*y* = −3.36*x* + 38.6) (*r*^2^ = 0.999) generated with in vitro transcribed RNA representing known viral copy numbers. 

### 2.10. Data Analysis and Availability

For RNA-seq analysis, raw reads were first processed through in-house perl scripts to remove reads containing adapter or ploy-N or with base quality score lower than 20. At the same time, the Q20, Q30 and GC contents of the clean data were calculated. The clean reads were aligned to the genome assembly of *Macaca mulatta* 10 (https://www.ncbi.nlm.nih.gov/genome/215?genome_assembly_id=468623) using TopHat2, [37] and read numbers mapped to each gene were calculated using the HTSeq program [38]. The fragments per kilobase of transcript sequence per million base pairs of each gene were determined by the length of the gene and read counts mapped to this gene. Differential expression analyses of VEH- or THC-treated SIV-infected rhesus macaques and control groups were performed using the DESeq of R package [39]. Genes with a *p*-value <0.05 and |log2 fold change| > 1.5 were defined as differentially expressed.

QuantStudio™ run files from all groups were imported into ExpressionSuite software v1.0.2 (Thermo Fisher Scientific) and simultaneously analyzed using the uninfected control group as the calibrator to obtain relative gene expression values. MiRNA expression data were normalized to a combination of three endogenous controls RNU44, RNU48 and snoU6. In all experiments, the C_T_ upper limit was set to 28. A p-value of less than or equal to 0.05 (≤0.05) was considered significant. OpenArray TaqMan miRNA and Novogene RNA-seq data have been deposited with GEO and can be accessed using the following superseries record link (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151298).

*Firefly/Renilla* ratios were statistically analyzed using one-way ANOVA and post hoc multiple testing using Benjamini–Hochberg method.

## 3. Results

### 3.1. Plasma Viral Loads, CD4^+^ and CD8^+^ T Cell Status and Oral Histopathology

All SIV-infected rhesus macaques (Groups 1–3) had a wide range (0.02 × 10^6^ to 300 × 10^6^/mg RNA) of viral RNA copies in the OPM at ~180 days post infection (Table 1). We did not have plasma and OPM viral loads for IJ60. However, the read counts for several interferon stimulated genes, chemokines and anti-viral genes such as *MX1* were ~3–3.5-fold higher than uninfected controls. 

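In IJ60, genes switched on by interferon, the signal that cells send out when they sense a virus, lay well above the uninfected controls. MX1, a GTPase that blocks viral replication, lies on chromosome 3 from 5187737 to 5260178; it was at 168 CPM (TMM-scaled) in IJ60 and at 22.7 ± 6.71 CPM (SD, n = 5) in the controls, a ratio of 7.39. ISG15, a ubiquitin-like tag put on viral and cellular proteins, was at 224 CPM against a control mean of 34.3 CPM, a ratio of 6.53. BST2, which holds budding virus at the cell surface, had a ratio of 3.98. Of 40 type I interferon genes with a control mean of at least 1 CPM, 37 were above every control, and their ratio to the control mean had a median of 3.56 (0.363 to 13.8). The ratio was over 3 for 22 of these genes and between 3 and 3.5 for 2. Of 12 chemokine genes, 7 were above every control, with a median ratio of 2.32 (0.155 to 11.1). In the other VEH-untreated/SIV animals, the median ratio was 2.77 for the interferon genes and 1.10 for the chemokines. These are the values of a single library, so they carry no replicate error and no test.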

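MX1 could be set against the amount of SIV RNA in the same tissue in the 9 infected animals whose OPM viral load the paper gives in its Table 1. JD59, with the highest load (300000000 copies per mg RNA), had 226 CPM of MX1, and JI45, with the lowest (20000), had 131 CPM. The highest MX1 level, 309 CPM, was in JT80 at 9000000 copies, and the lowest, 30.4 CPM, in IV90 at 300000. On log scales, Pearson's r between MX1 and viral load was 0.571 (exact permutation p = 0.107, two-sided) and Spearman's rho was 0.729 (exact permutation p = 0.0317). For the mean of the type I interferon genes, r was 0.584 (exact permutation p = 0.0967) and rho was 0.593 (exact permutation p = 0.101). Adjusted over these 2 relations by the Benjamini-Hochberg method, the exact permutation p of rho was 0.0634 for MX1 and 0.101 for the interferon genes, and that of r was 0.107 for each. Without JD59 and JR60, the animals farthest from the median load, r was 0.467 and rho 0.556 (exact permutation p = 0.217) for MX1, with r = 0.518 and rho = 0.556 for the interferon genes. Within the 6 VEH-untreated/SIV animals alone, r was 0.695 (exact permutation p = 0.108) and rho 0.841 (exact permutation p = 0.0444) for MX1, and r was 0.634 (exact permutation p = 0.114) and rho 0.551 (exact permutation p = 0.272) for the interferon genes; the 3 THC/SIV animals are too few for a value of their own.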

The high *MX1* expression indirectly suggested active viral replication. Longitudinal peripheral blood viral loads, CD4^+^ and CD8^+^ T cell dynamics from the three VEH/SIV (JH47, JR36, JD66) and THC/SIV (JI45, JT80, IV90) rhesus macaques were recently published [25]. Marked depletion of CD4^+^ T cells in the intestine and peripheral blood was detected in all six animals [25]. CD4^+^ T cell depletion was accompanied by a concomitant increase in CD8^+^ T cell percentages [25]. No differences in plasma and OPM viral RNA copies were detected between these two groups [25]. Although plasma viral RNA copy numbers did not differ between the three VEH/SIV (JH47, JR36 and JD66) and three THC/SIV (JI45, JT80 and IV90) macaques (Table 1), we detected higher numbers of SIV gp120 (KK41 antibody) positive CD3^+^ T cells in OPM tissue in 3/3 VEH/SIV (JH47, JR36 and JD66) but only 1/3 THC/SIV (JI457, JT80 and IV90) rhesus macaques (Figure S1). The detection of reduced numbers of SIVgp120/CD3^++^ in THC/SIV rhesus macaques is interesting but needs further verification using larger OPM sections and in a larger number of THC treated SIV-infected rhesus macaques.

### 3.2. Genes Associated with Anti-Viral Defense, Interferon Signaling and Toll-Like Receptor Signaling Are Markedly Upregulated in OPM of VEH/SIV but not THC/SIV Rhesus Macaques

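RNA with a poly(A) tail from the oropharyngeal mucosa (OPM), the lining of the throat behind the mouth, was sequenced in 15 male Indian rhesus macaques, with a single library per animal. They were 5 uninfected controls, 7 SIV-infected animals that received neither THC nor vehicle (VEH-untreated/SIV) and 3 SIV-infected animals given THC, the main psychoactive cannabinoid (THC/SIV); the vehicle-treated animals of the immunofluorescence experiment are not part of this comparison. THC was given by daily injections that began before infection, and the VEH-untreated/SIV animals had no such injections. A difference between the infected groups therefore does not separate THC from its injections. The paper considers the lack of vehicle unlikely to matter, from its earlier work in the colon. JJ71 was infected with SIVmac239 and the other infected animals with SIVmac251. The tissue was taken 180 days after infection, except in JD59 (150 days), JJ71 (148 days) and KA05 (90 days). For the sequencing, the paper names paired-end reads on a NovaSeq instrument, and the sample labels name shorter single-end reads on a HiSeq instrument. The authors trimmed the reads, aligned them with TopHat2, counted reads per gene with HTSeq and compared groups with DESeq. Their tables give whole-number read counts for 30246 genes; the tables name no genome assembly, so gene positions are printed as they stand there and may not be on the assembly that the paper's Methods name. Total counts per library were 12687750 to 21117144 (median 15220164) in the controls, 12862833 to 19963563 (median 17005937) in the VEH-untreated/SIV animals and 14901118 to 17267410 (median 14936046) in the THC/SIV animals. KRT4, a keratin of the squamous lining, was the most counted gene in every library, at 4.92% to 10.8% of all counts. From the counts, each comparison of 2 groups was fitted on its own with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after genes with low counts were left out. Levels are CPM on the scale set by the TMM method over the 15 libraries, as mean ± SD, and a log2 fold change is positive where the first-named group is higher. Lists of genes of known function, fixed before the deposited counts were examined, were tested as sets with camera at its preset correlation between genes and again with an estimated one. The paper's own results on these same animals had been seen by then, so lists that hold genes or functions it reports are not independent evidence. The animals differ in the levels of muscle and salivary gland genes, which may reflect how much of these tissues the pieces held. The values of these tissues' genes are therefore given per animal where they matter.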

To gain deeper insights into the molecular pathogenesis of HIV/SIV induced oral mucosal dysfunction and its modulation by THC, we performed RNA-seq of OPM samples collected at necropsy. Relative to uninfected controls, 461 genes were found to be significantly upregulated and differentially expressed in OPM of VEH-untreated/SIV rhesus macaques. Out of these, we successfully annotated 362 genes using DAVID (Figure 1A). 

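Genes of the interferon response led the genes that rose in OPM of VEH-untreated/SIV rhesus macaques. HERC6, a ligase of this response on chromosome 5 from 81363176 to 81409320, rose from 6.48 ± 1.28 CPM (SD, n = 5) in the uninfected controls to 54.5 ± 25.4 CPM (SD, n = 7), a log2 fold change of 3.07 (standard error 0.35, adjusted p = 0.00894) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test, log2 fold changes were 2.82 (standard error 0.38, adjusted p = 0.0143) for MX1, 2.33 (standard error 0.31, adjusted p = 0.0143) for IRF7, the transcription factor that drives interferon production, and 1.95 (standard error 0.26, adjusted p = 0.0143) for OAS1, which senses double-stranded RNA and switches on RNase L. On the log2 scale, IFIT3, which binds viral RNA, rose by 3.09 (standard error 0.47), and IFI27, a mitochondrial interferon-induced protein, by 3.80 (standard error 0.58). USP18, which switches interferon signaling off again, rose by 2.76 (standard error 0.45). IFI44 (4.10, standard error 0.62) and DDX60 (3.55, standard error 0.50) also rose, but their close relatives IFI44L and DDX60L may share reads with them, so these values are uncertain. UPP1, a uridine phosphorylase outside this response that was named after its values were seen, rose by 1.23 (standard error 0.19). Of 14404 genes tested, 34 were higher at an adjusted p under 0.05, 5 of them without a symbol, and 16 belonged to the 41 measured type I interferon genes; adjusted over the list alone, 36 of these were higher. At an unadjusted p under 0.05 with an absolute log2 fold change over 1.5, 96 genes were higher. DESeq2 called 168 genes higher, and 1 edgeR fit of all 15 libraries called 6. The count also depended on single animals: it was 9 without GJ01, 70 without GK11, 4 without GK22, 5 without JD95, 18 without IJ60 and 21 without KA05. Without JC65 edgeR called 0 (for HERC6, adjusted p = 0.0669, over a range of 9.90e-17 to 0.0669 for all alternatives), with 545 genes higher at an unadjusted p under 0.05; DESeq2 was run on all animals. The groups did not overlap for 108 genes, 0.750% of those tested, where chance gives 0.253%.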

Further, gene enrichment analysis using DAVID (NIAID) showed differential enrichment (Figure 1B,C) of biological functions involved in anti-viral defense (*n* = 24) (*p* = 1.3 × 10^18^), serine type endopeptidase activity (*n* = 12) (*p* = 7.0 × 10^−3^), 2′-5′-Oligoadenylate synthetase activity (*n* = 3) (*p* = 1.93 × 10^−3^), RIG-I-like receptor signaling pathway (*n* = 6) (*p* = 1.0 × 10^−2^), lipid biosynthesis (*n* = 11) (*p* = 2.8 × 10^−4^), signal transduction through IL1R (*n* = 5) (*p* = 3.0 × 10^−3^), cell–cell adherens junction (*n* = 13) (*p* = 1.2 × 10^−2^), negative regulation of type I interferon production (*n* = 5) (*p* = 2.0 × 10^−3^), negative release of virus from host cell (*n* = 3) (*p* = 3.3 × 10^−2^), Toll-like receptor signaling pathway (*n* = 6) (*p* = 5.0 × 10^−2^) and autophagy (*n* = 7) (*p* = 3.4 × 10^−2^). 

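Among genes of the RIG-I pathway, the sensors of viral RNA DDX58 (RIG-I), IFIH1 (MDA5) and DHX58 (LGP2) rose by log2 2.23, 1.42 and 1.95 (standard errors 0.33, 0.23 and 0.27), with adjusted p = 0.0178, 0.0247 and 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 18 measured genes of this pathway, 4 were higher over all genes and 5 when adjusted over the list alone (camera adjusted p = 5.27e-11, and adjusted p = 0.00388 with an estimated correlation). The median log2 fold change of the 18 was 0.26. This list shares ISG15 and IRF7 with the type I interferon list, so its result is not separate from that of the interferon genes. Serine peptidases moved together: 13 of 14 had a positive log2 fold change, among them TMPRSS11F, a surface protease of squamous epithelium, at 1.31 (standard error 0.36, adjusted p = 0.24), KLK8 at 2.27 (standard error 0.65, adjusted p = 0.279) and KLK9 at 3.25 (standard error 0.85, adjusted p = 0.219) from the same test. The kallikreins KLK8 and KLK9 are similar neighbours that may share reads, so their single values are uncertain. As a set the serine peptidases were higher (camera adjusted p = 1.71e-08, and adjusted p = 0.00748 with an estimated correlation); the count was 0 by edgeR over all genes (8 at an unadjusted p under 0.05 and 4 by DESeq2) and 6 of 14 adjusted over the list alone. In lipid biosynthesis, UGCG, which makes glucosylceramide for the skin barrier, had a log2 fold change of 0.73 (standard error 0.18) and IDI1, of the sterol pathway, 0.78 (standard error 0.21); LPIN1 and LPIN2, which make diacylglycerol, had 1.12 (standard error 0.36) and 0.99 (standard error 0.32). This list was higher by camera with a preset correlation (adjusted p = 1.60e-07, and adjusted p = 0.19 with an estimated correlation), and 2 of 35 members were higher when adjusted over the list alone. For autophagy, BNIP3 and BNIP3L, receptors that hand mitochondria to the autophagosome, had 1.60 (standard error 0.42) and 0.73 (standard error 0.23), and GABARAPL1 0.97 (standard error 0.27). By camera the autophagy list had adjusted p = 6.21e-05, and adjusted p = 0.0681 with an estimated correlation, with 3 of 23 members higher when adjusted over the list alone. Of adherens junction genes, 14 of 18 had a positive log2 fold change, led by TJP1 (0.79, standard error 0.28), with camera adjusted p = 0.0262, and adjusted p = 0.635 with an estimated correlation; the difference in mean log2 level changed from 0.183 to 0.109 without JJ71 and 0.0728 without JC65. Over all genes edgeR called 0 members of each of these last lists; for lipid biosynthesis, autophagy and adherens junctions in this order, 10, 9 and 2 were higher at an unadjusted p under 0.05 and 1, 2 and 0 by DESeq2.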

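KLK6, a kallikrein serine peptidase, had the largest log2 fold change among the measured genes that the study ranks highest in VEH-untreated/SIV animals, at 4.17 (standard error 0.96, adjusted p = 0.132) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It lies on chromosome 19 from 57153115 to 57163741 and was at 58.1 ± 53.0 CPM (SD, n = 7), from 1.94 CPM in KA05 to 136 CPM in JD59, and at 3.22 ± 2.20 CPM (SD, n = 5) in the controls; other kallikreins may share its reads, so the value is uncertain. IFI6, a mitochondrial interferon-induced protein, rose by 3.51 (standard error 0.57, adjusted p = 0.0247) from the same test. The class II gene HLA-DQB1 was at 85.8 CPM in IJ60, 13.2 in JJ71, 10.8 in JP38 and 8.92 in KA05 and at no more than 0.126 CPM in any other library, and the filter on low counts left it out of this test; its alleles may differ between animals, so these values are uncertain. Of the 50 genes in Table S1, 48 were tested and all had a positive log2 fold change, from 1.11 to 4.17 (median 1.54). They include 19 genes of the type I interferon list and 4 serine peptidases. At an adjusted p under 0.05, 15 were higher by edgeR and 38 by DESeq2. The study chose these genes on the same animals, so these counts are not independent evidence.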

Table S1 lists the Top 50 differentially upregulated genes in OPM of VEH-untreated SIV rhesus macaques. Notable genes that were significantly upregulated exclusively in OPM of VEH-untreated/SIV rhesus macaques (Figure 1A) included *IL1RN* (inhibits activity of interleukin-1) [40], *PELI3* (interacts with complex containing *IRAK* kinases and *TRAF6* of *IL1* and *TLR* signaling pathways) [41], *BST2* (Interferon induced anti-viral protein) [42], alarmins (*IL1A*, *IL36A* and *S100A9*) [43,44], *IRF1* (innate and adaptive immune response) [45], *DEFB103A* (antimicrobial peptide), *CD207* (major receptor on langerhans cells for *Candida* species) [46], *STAT2* (type 1 interferon signaling) [45] and *MYD88* (adapter protein in Toll-like receptor signaling) [47]. 

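PELI3, a ubiquitin ligase that works with the IRAK kinases below the IL-1 and Toll-like receptors, lies on chromosome 14 from 7970681 to 7979963 and rose from 5.96 ± 0.830 CPM (SD, n = 5) in the uninfected controls to 15.5 ± 5.07 CPM (SD, n = 7), a log2 fold change of 1.37 (standard error 0.25, adjusted p = 0.0439) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With an animal left out, its adjusted p from the same test ran from 0.00711 without JP38 to 0.167 without JC65, and was under 0.05 without JP38 or JR60 and over it without any other. Over all alternatives the adjusted p ran from 0.000103 to 0.167. IL1RN, which blocks the IL-1 receptor, was at 142 ± 45.3 CPM (SD, n = 7) against 55.9 ± 20.1 CPM (SD, n = 5), and all 7 infected animals lay above every control (exact permutation p = 0.00126, two-sided, the smallest that 7 animals against 5 allow). Its log2 fold change of 1.34 (standard error 0.27, adjusted p = 0.0799) by edgeR did not pass the adjustment over all genes. BST2 was at 112 ± 66.5 CPM (SD, n = 7) against 29.0 ± 10.3 CPM (SD, n = 5), with 6 of 7 animals above every control (exact permutation p = 0.00631). STAT2, a transcription factor of interferon signaling, was at 70.8 ± 17.2 CPM (SD, n = 7) against 40.2 ± 11.1 CPM (SD, n = 5) (exact permutation p = 0.00631). IRF1, a transcription factor of the interferon-γ response, was at 61.0 ± 20.9 CPM (SD, n = 7) against 32.3 ± 7.66 CPM (SD, n = 5) (exact permutation p = 0.0354). SEC14L1, a regulator of RIG-I named in Figure 1A, had a log2 fold change of 0.93 (standard error 0.22), and CD207 (langerin), the receptor of Langerhans cells, 1.53 (standard error 0.66). Adjusted p from edgeR was 0.132 for BST2, 0.211 for STAT2, 0.316 for IRF1, 0.149 for SEC14L1 and 0.542 for CD207; DESeq2 called IL1RN, PELI3, BST2, STAT2 and SEC14L1 higher. In the THC/SIV animals BST2 was at 127 ± 115 CPM (SD, n = 3) and STAT2 at 62.1 ± 6.66 CPM (SD, n = 3), and a direct comparison with the VEH-untreated/SIV animals gave exact permutation p = 0.833 and 0.483. IL1RN was at 107 ± 101 CPM (SD, n = 3), IRF1 at 35.1 ± 22.5 CPM (SD, n = 3) and CD207 at 18.9 ± 23.3 CPM (SD, n = 3) with THC, with exact permutation p = 0.175, 0.117 and 0.275 for the difference between the infected groups.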

In contrast, fewer genes (*n* = 132) were significantly upregulated in OPM of THC/SIV rhesus macaques (Figure 1B) compared to uninfected controls. Out of these, 83 genes were annotated. This represented a 3.5-fold reduction (362 vs. 83) in the total number of upregulated genes in THC/SIV compared to VEH-untreated/SIV rhesus macaques. 

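The interferon genes also led in THC/SIV rhesus macaques: IFI44 was at 106 ± 88.1 CPM (SD, n = 3) against 5.06 ± 1.15 CPM (SD, n = 5) in the uninfected controls, and MX1 at 157 ± 141 CPM (SD, n = 3). Log2 fold changes were 3.53 (standard error 0.51, adjusted p = 0.22) for HERC6, 3.58 (standard error 0.57, adjusted p = 0.342) for IFI6 and 3.34 (standard error 0.64, adjusted p = 0.674) for IFIT3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; all 3 animals lay above every control for HERC6 (exact permutation p = 0.0179, two-sided, the smallest that 3 animals against 5 allow). A single gene passed the adjustment, PGAM4 on chromosome 12 from 37372410 to 37373174, a copy of the glycolysis gene PGAM1 without introns; it was at 31.9 ± 9.48 CPM (SD, n = 3) with THC, 3.68 ± 1.24 CPM (SD, n = 5) in the controls and 28.9 ± 19.7 CPM (SD, n = 7) in VEH-untreated/SIV animals. Its log2 fold change was 3.09 (standard error 0.30, adjusted p = 0.0363) from the same test, and it may share reads with PGAM1, so the value is uncertain. PGAM4 lost this call with the muscle or the salivary gland score as a covariate (adjusted p = 0.0739 and 0.399) and in 1 fit of all libraries (adjusted p = 0.256). Without JC65, GJ01, GK11, GK22, JI45 or JT80 its adjusted p ran from 0.12 to 0.272, and edgeR then called 0 genes. Of 14750 genes tested, 252 were higher at an unadjusted p under 0.05, and 59 of these had a log2 fold change over 1.5. With the 395 lower, these are fewer than the 737.5 that chance gives in all, and the groups did not overlap for 2.77% of genes, where chance gives 3.57%. DESeq2 called 29 genes higher, 17 of them on the type I interferon list. Without IV90, whose interferon genes were the weakest of the 3 animals, edgeR called 20 genes higher, 15 of them on the interferon list, and 18 lower; 670 genes were then higher at an unadjusted p under 0.05, 452 without GK11 and 140 without JI45. The mean log2 level of the interferon list was 3.72 in IV90, 4.72 in JI45 and 5.59 in JT80, against 2.97 to 3.26 in the controls.

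**Figure D1:**
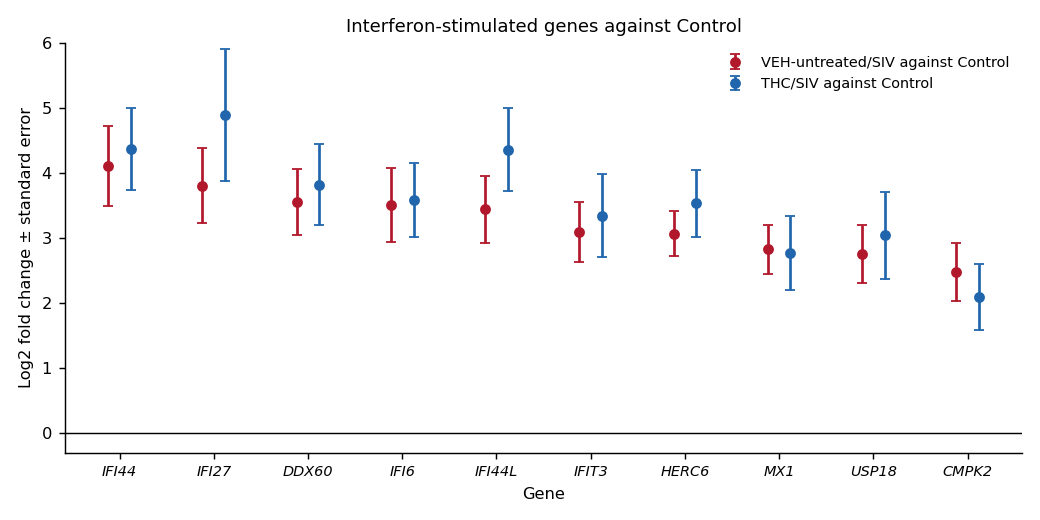
Log2 fold change against the uninfected controls of 10 interferon genes, in VEH-untreated/SIV animals (n = 7) and in THC/SIV animals (n = 3), with bars for the standard error from edgeR. The genes were picked for their change in the VEH-untreated/SIV animals; in both groups they lie above 0, HERC6 at 3.07 and 3.53.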

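Interferon genes had positive log2 fold changes in both infected groups: RSAD2 (viperin), which stops viral RNA synthesis, had 2.24 (standard error 0.37, adjusted p = 0.0264) in VEH-untreated/SIV and 2.33 (standard error 0.43, adjusted p = 0.674) in THC/SIV animals by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and CMPK2, its neighbour in function, 2.48 (standard error 0.45, adjusted p = 0.0396) and 2.10 (standard error 0.51, adjusted p = 0.926). OAS1 had 1.81 (standard error 0.35, adjusted p = 0.674) with THC, and IRF7 2.22 (standard error 0.54, adjusted p = 0.926), so none of the 4 passed with THC. At an unadjusted p under 0.05, 199 genes were higher by over 1.5-fold in THC/SIV and 531 in VEH-untreated/SIV animals, each against the same controls. Over the 14318 genes tested in both comparisons, 249 were higher with THC and 737 without it at an unadjusted p under 0.05, and 161 were higher in both. Independent lists of these lengths would share 12.8 genes, and 20 simulations of unchanged groups against the same controls shared 67.1 on average, from shorter lists (318.2 and 288.2 genes on average) of which independent ones would share 7.08. The fold changes of the comparisons correlated across genes with r = 0.556 (0.462 in the simulations; genes are not independent replicates) and a covariance of 0.196 (0.0542 in the simulations, a difference of 0.142). With the controls split between the comparisons, in 20 splits, r had a median of 0.265 (-0.348 to 0.429) and the median numbers were 62 genes higher in both, 202.5 with THC and 559.5 without it.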

Gene enrichment analysis using DAVID (NIAID) showed differential enrichment (Figure 1E,F) of biological functions involved in RIG-1 like receptor signaling pathway (*n* = 5) (*p* = 8.0 × 10^−5^), innate immune response (*n* = 7) (*p* = 8.7 × 10^−5^), double stranded RNA binding (*n* = 5) (*p* = 1.2 × 10^−4^), positive regulation of NFκB transcription factor activity (*n* = 4) (*p* = 7.0 × 10^−3^) and zinc ion binding (*n* = 12) (*p* = 1.4 × 10^−2^). 

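In THC/SIV animals the sensors of viral RNA were again high: DDX58 was at 60.0 ± 43.0 CPM (SD, n = 3) against 10.3 ± 1.70 CPM (SD, n = 5), a log2 fold change of 2.52 (standard error 0.51, adjusted p = 0.674) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the same test, DHX58 had 1.79 (standard error 0.36, adjusted p = 0.674) and IFIH1 1.45 (standard error 0.35, adjusted p = 0.926). For the 18 measured genes of the RIG-I pathway, 5 were higher when adjusted over the list alone, against 0 by edgeR over all genes (6 at an unadjusted p under 0.05 and 5 by DESeq2) (camera adjusted p = 2.98e-05, and adjusted p = 0.439 with an estimated correlation). For innate antiviral defense, 28 of 41 type I interferon genes were higher when adjusted over the list alone, against 0 by edgeR over all genes (29 at an unadjusted p under 0.05 and 17 by DESeq2) (camera adjusted p = 3.58e-56, and adjusted p = 0.133 with an estimated correlation). The mean log2 level of the interferon genes was higher by 1.56 than in the controls, with 3 of 3 animals above every control (exact permutation p = 0.0179, adjusted p = 0.33 over 37 lists). That of the RIG-I pathway was higher by 0.554 (exact permutation p = 0.0357, adjusted p = 0.44 over the same lists). The RIG-I list shares ISG15 and IRF7 with the interferon list, and its median log2 fold change was 0.11, with 7 of 18 genes negative. The NFκB list used here holds mostly inflammation genes, such as ICAM1 and SOCS3, and is not the paper's term for regulators of NFκB activity. It did not pass (camera adjusted p = 0.15, and adjusted p = 0.738 with an estimated correlation). In it 12 of 16 genes had a negative log2 fold change, led by SOCS3, a brake on cytokine signaling, at -1.43 (standard error 0.59). By camera the IL-1 family genes had adjusted p = 0.0136, and adjusted p = 0.498 with an estimated correlation, with 1 gene, MYD88, higher at an unadjusted p under 0.05, 0 over all genes by edgeR and 0 by DESeq2. Lists for zinc ion binding and for the paper's NFκB term were not analysed here.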

While some of these functional annotation clusters overlapped with VEH-untreated/SIV rhesus macaques (Figure 1B,C), it is important to note that fewer genes associated with proinflammatory pathways comprised the clusters detected in THC/SIV rhesus macaques demonstrating the potent anti-inflammatory effects of long-term cannabinoid administration in the oral cavity in untreated HIV/SIV infection. 

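As sets, genes of epithelial alarm and of inflammation were higher in VEH-untreated/SIV than in THC/SIV rhesus macaques by camera at its preset correlation. None of these sets passed with an estimated correlation, and the interferon genes passed with neither. All 15 measured serine peptidases had a positive log2 fold change between these groups, such as KLK9 (2.48, standard error 1.11) and TMPRSS11F (0.98, standard error 0.50), and 15 of 16 NFκB genes did. Among alarmins and antimicrobial peptides, LTF (lactoferrin) had a log2 fold change of 2.64 (standard error 0.99) and IL36A, a cytokine released by damaged epithelium, 3.10 (standard error 1.20). Of the chemokines, CXCL10, which draws T cells, had 1.94 (standard error 0.93) and CCL20, which draws dendritic cells, 1.89 (standard error 0.93). The camera values were: serine peptidases (adjusted p = 2.73e-07, and adjusted p = 0.0503 with an estimated correlation), alarmins (adjusted p = 1.06e-05, and adjusted p = 0.208 with an estimated correlation), NFκB genes (adjusted p = 2.46e-06, and adjusted p = 0.487 with an estimated correlation) and chemokines (adjusted p = 0.00326, and adjusted p = 0.487 with an estimated correlation). Skeletal muscle genes, all 36 with a positive log2 fold change (adjusted p = 5.24e-17, and adjusted p = 0.487 with an estimated correlation), and T and NK cell (adjusted p = 0.0179, and adjusted p = 0.772 with an estimated correlation), macrophage (adjusted p = 0.0234, and adjusted p = 0.618 with an estimated correlation) and endothelial genes (adjusted p = 0.000418, and adjusted p = 0.554 with an estimated correlation) were higher by camera in the same comparison, and their part was not separated from that of the inflammation genes. The difference in mean log2 level changed from 0.560 to -0.00891 without JI45 and 0.895 without JT80 for the chemokines, and from 0.581 to 0.188 without JI45 for the NFκB genes. The IL-1 family did not pass by the same set test (adjusted p = 0.359, and adjusted p = 0.618 with an estimated correlation). Adjusted over the list alone, edgeR called 0 serine peptidases, 0 alarmins, 0 NFκB genes and 0 chemokines higher, as it did over all genes, where DESeq2 also called 0 in each list; at an unadjusted p under 0.05 there were 2, 2, 2 and 0. The mean log2 level of the serine peptidases was higher by 0.779 in VEH-untreated/SIV, with 7 of 7 animals above every THC/SIV animal (exact permutation p = 0.0167), and that of the alarmins by 1.18, with 6 of 7 (exact permutation p = 0.0417). Adjusted over 37 lists by the Benjamini-Hochberg method, these exact permutation p were 0.617 and 0.771. Of the interferon genes, 25 had a positive and 17 a negative log2 fold change, with a median of 0.07 (camera adjusted p = 0.0723, and adjusted p = 0.782 with an estimated correlation). From the smaller number of genes in proinflammatory pathways with THC, the paper concludes at this point that long-term cannabinoid administration had anti-inflammatory effects in the oral cavity. Its further evidence includes AGR2, WFDC2 and TSC22D3 protein in minor salivary glands and its earlier work in the intestine, which were not analysed here.

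**Figure D2:**
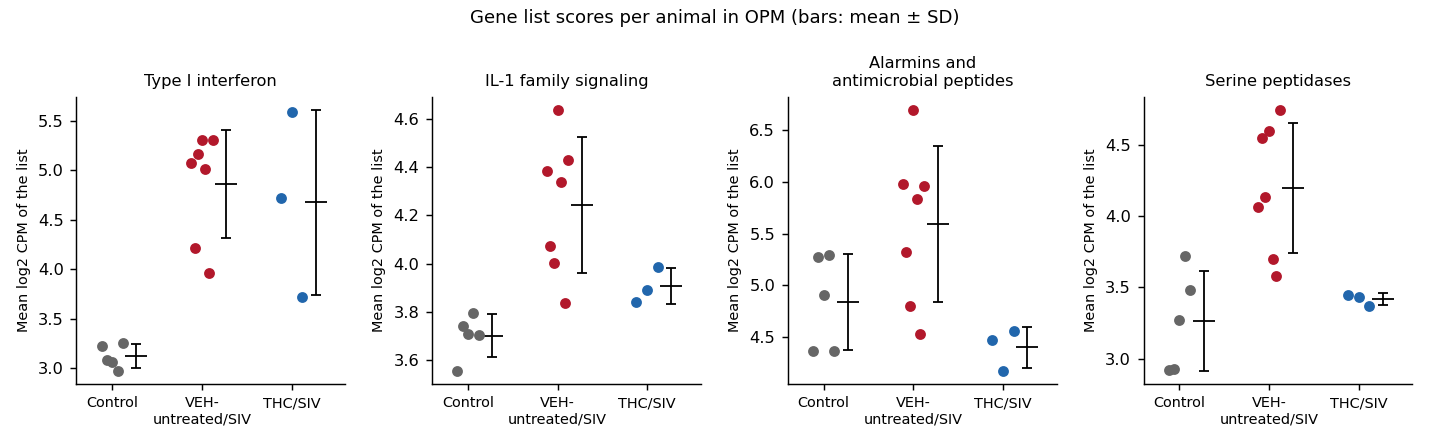
Mean log2 CPM of the genes of each list, per animal (points) with the group mean (line), in uninfected controls (n = 5), VEH-untreated/SIV (n = 7) and THC/SIV (n = 3) animals. The interferon genes are above the controls in both infected groups; the serine peptidases of the THC/SIV animals lie below all 7 VEH-untreated/SIV animals.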

We do not think that the fewer upregulated genes in OPM tissue of THC/SIV rhesus macaques is due to the small sample size (*n* = 3) because even with five animals in our previous study focused on the intestine [25] we detected a similar anti-inflammatory effect of THC. Moreover, similar to our study, several recently published studies have used sample sizes of three rhesus or cynomolgus macaques per group to investigate the pathogenesis of viral diseases (SARS-CoV-2, HIV) [48,49,50], asthma [51], LPS mediated inflammation [52] and tuberculosis [53]. 

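With 3 animals in place of 7, the VEH-untreated/SIV group still showed the interferon response: over all 35 sets of 3 of its 7 animals, 27 to 38 of the 41 measured interferon genes (median 33) were higher than in the 5 controls at an unadjusted p under 0.05. The 3 THC/SIV animals had 29, a count that 5 of the 35 sets did not exceed. Over all genes, the sets of 3 had 405 to 1102 genes higher at an unadjusted p under 0.05 (median 628), and 0 of them had as few as the 252 of the THC/SIV animals. That count rests on single animals: without IV90 it was 670, where the 21 pairs of VEH-untreated/SIV animals had 329 to 1193 (median 613) and 14 of them no more than THC/SIV. Without GK11 it was 452, and the sets of 3 against the same 4 controls had 578 to 1360 (median 850), 0 of them as few. With the muscle level as a covariate it was 1278, and in all 7 VEH-untreated/SIV animals 926, so the direction turned at an unadjusted p, while at an adjusted p edgeR called 0 and 33; with the salivary gland level the counts were 167 and 1030. At an adjusted p under 0.05 by edgeR, the sets called 0 to 41 genes higher (median 4), and 12 sets called no more than the THC/SIV animals. In simulated data with known changes, edgeR recovered 84.8% of genes changed 4-fold in groups of 7 and 5 animals and 58.2% in groups of 3 and 5. The simulation drew each gene on its own, without the differences that muscle and gland genes share across animals. These shares may therefore not hold in the real libraries. The sets share animals with each other, and the number for THC/SIV rests on a single set of 3, so the counts describe these animals and give no p-value of their own.

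**Figure D3:**
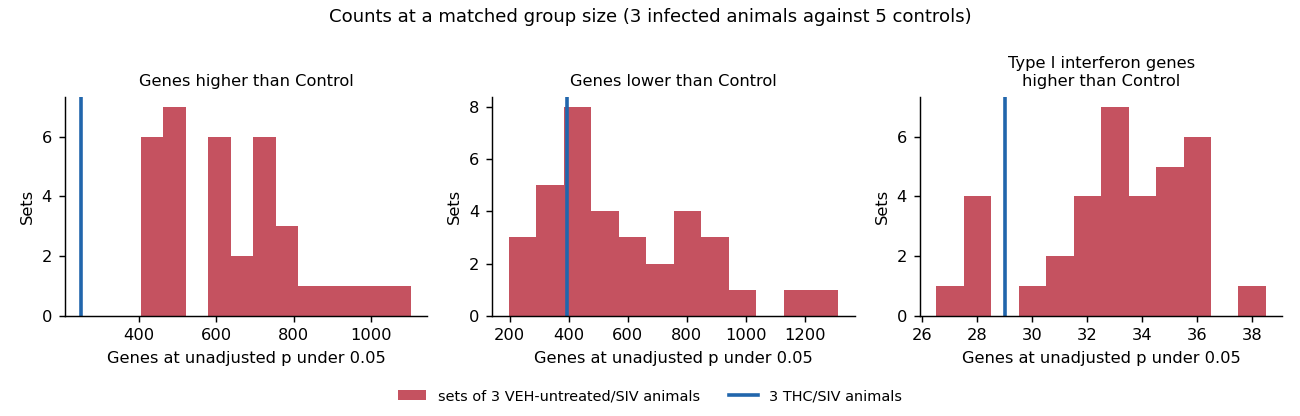
Genes higher than in the 5 uninfected controls at an unadjusted p under 0.05, for each of the 35 sets of 3 VEH-untreated/SIV animals (bars, number of sets) and for the 3 THC/SIV animals (line). The sets lie between 405 and 1102 genes.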

A noteworthy gene is *MYD88*, a key signaling component of the Toll-like receptor signaling pathway cluster that was significantly upregulated in OPM of VEH-untreated/SIV (Figure 1A) but not THC/SIV rhesus macaques. 

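MYD88, the adapter through which Toll-like receptors and the IL-1 receptor signal, lies on chromosome 2 from 98417016 to 98421362 and was at 104 ± 15.9 CPM (SD, n = 5) in the uninfected controls, 209.5 ± 67.8 CPM (SD, n = 7) in VEH-untreated/SIV and 169 ± 22.3 CPM (SD, n = 3) in THC/SIV animals. Against the controls its log2 fold change was 1.01 (standard error 0.21, adjusted p = 0.102) in VEH-untreated/SIV and 0.68 (standard error 0.18, adjusted p = 0.926) in THC/SIV animals by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 VEH-untreated/SIV animals and all 3 THC/SIV animals lay above every control (exact permutation p = 0.00253 and 0.0179), and DESeq2 called MYD88 higher in VEH-untreated/SIV animals. Between the infected groups the exact permutation p was 0.367, so no difference was detected, which with 7 animals against 3 does not exclude one. Of 29 measured genes of Toll-like receptor signaling, 1 (PELI3) was higher in VEH-untreated/SIV animals over all genes and 2 (PELI3 and MYD88) when adjusted over the list alone. As a set they did not pass by camera in VEH-untreated/SIV (adjusted p = 0.319, and adjusted p = 0.686 with an estimated correlation) or in THC/SIV animals (adjusted p = 0.668, and adjusted p = 0.738 with an estimated correlation).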

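ISG15 and IFI27, which cells make in response to interferon, had some of the largest log2 fold changes in THC/SIV rhesus macaques, without passing over all genes: ISG15 had a log2 fold change of 3.58 (standard error 0.83, adjusted p = 0.926) and IFI27 of 4.89 (standard error 1.02, adjusted p = 0.674) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GBP2, an interferon-γ-induced GTPase against microbes, had 1.16 (standard error 0.31, adjusted p = 0.926) from the same test. B2M, the light chain of class I molecules, had 0.93 (standard error 0.28). Of the 50 genes in Table S2, 49 were tested and all had a positive log2 fold change, from 0.78 to 4.89 (median 1.16); 22 belong to the type I interferon list. At an adjusted p under 0.05, 0 were higher by edgeR and 20 by DESeq2, and 47 at an unadjusted p under 0.05. The study ranked these genes on the same animals, so these counts are no independent test.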

Table S2 lists the Top 50 differentially upregulated genes in OPM of THC/SIV rhesus macaques. 

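PPM1K, a phosphatase of mitochondria, was higher in all 3 THC/SIV animals (42.9 ± 8.24 CPM, mean ± SD, n = 3) than in every uninfected control (18.2 ± 6.63 CPM, n = 5; exact permutation p = 0.0357, two-sided), and so was TIGAR, which turns sugar toward the defense against oxidants (42.5 ± 10.5 against 22.3 ± 8.44 CPM; exact permutation p = 0.0357). SCML1, a repressor of the Polycomb group, was at 14.4 ± 6.94 against 7.07 ± 2.34 CPM (exact permutation p = 0.0536), and GZMK, a protease of killer T cells, at 10.2 ± 4.46 against 3.57 ± 3.00 CPM (exact permutation p = 0.0714). Their log2 fold changes against the controls were 1.21 (standard error 0.30) for PPM1K, 0.91 (standard error 0.32) for TIGAR, 1.00 (standard error 0.35) for SCML1 and 1.47 (standard error 0.64) for GZMK, with adjusted p = 0.926 for each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In VEH-untreated/SIV animals PPM1K was at 29.9 ± 16.4 CPM (SD, n = 7), TIGAR at 29.6 ± 7.04 CPM (SD, n = 7), SCML1 at 7.70 ± 1.82 CPM (SD, n = 7) and GZMK at 13.8 ± 20.5 CPM (SD, n = 7). GZMK stood above the control mean in both infected groups, with log2 1.94 (standard error 0.82) in VEH-untreated/SIV animals. The infected groups differed by exact permutation p = 0.0333 for SCML1, 0.0667 for TIGAR, 0.2 for PPM1K and 0.817 for GZMK, where 7 animals against 3 allow values down to 0.00833; the adjusted p of SCML1 from edgeR was 1.00.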

Genes of interest that were exclusively upregulated in OPM of THC/SIV rhesus macaques (Figure 1D) included *PPM1K* (regulates mitochondrial pore permeability and promotes cell survival) [54], *TIGAR* (protects against DNA damage induced apoptosis) [55], *SCML1* (maintain the transcriptionally repressive state of homeotic genes) [56] and *GZMK* (cytolysis of intracellular pathogens) [57]. 

### 3.3. Endoplasmic Reticulum Stress (ER) regulator Anterior Gradient 2 (AGR2), Epithelial Barrier Enhancing WAP Four-Disulfide Core Domain Protein 2 (WFDC2) and the Anti-Inflammatory TSC22D3 Are Significantly Downregulated in OPM of VEH-Untreated/SIV Rhesus Macaques

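CDH11, a cadherin of connective tissue cells on chromosome 20 from 63193953 to 63250488, fell from 16.5 ± 3.52 CPM (SD, n = 5) in the uninfected controls to 7.81 ± 1.92 CPM (SD, n = 7) in VEH-untreated/SIV animals, a log2 fold change of -1.08 (standard error 0.20, adjusted p = 0.0449) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. S100A1, a calcium-binding protein of muscle, fell by the same test with -1.33 (standard error 0.24, adjusted p = 0.0396); it is named because these 2 genes were all that were lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 505 genes were lower, and 73 of these had a log2 fold change under -1.5; DESeq2 called 37 lower. Over all alternatives the adjusted p from this test ran from 0.000681 to 0.194 for CDH11 and from 0.000318 to 0.137 for S100A1. Without GJ01, GK11, GK22, JR60 or JP38 edgeR called 1 gene lower, and without JC65, JD95, IJ60, JR15, KA05 or JD59 0 (334 to 752 at an unadjusted p under 0.05). Among B and plasma cell genes, POU2AF1 had a log2 fold change of -2.40 (standard error 1.19), and among genes of ciliated cells FOXJ1, the switch for making cilia, had -1.07 (standard error 0.44). PLIN1, which coats fat droplets, had -1.15 (standard error 0.43), and PIGR, which carries antibodies into saliva, -1.28 (standard error 0.65). The difference in mean log2 level changed from -1.38 to -0.918 without JC65 and -0.766 without JD95 for B and plasma cells and from -0.988 to -0.542 without IJ60, -1.74 without JJ71, -0.496 without JR60, -1.81 without JC65, -0.267 without GJ01, -0.359 without GK11 and -1.83 without JD95 for skeletal muscle. By camera, lower lists were B and plasma cells (adjusted p = 0.000803, and adjusted p = 0.53 with an estimated correlation), ciliated cells (adjusted p = 0.000244, and adjusted p = 0.19 with an estimated correlation), adipocytes (adjusted p = 0.00246, and adjusted p = 0.315 with an estimated correlation), salivary gland (adjusted p = 0.00359, and adjusted p = 0.605 with an estimated correlation) and skeletal muscle (adjusted p = 0.00743, and adjusted p = 0.744 with an estimated correlation). In THC/SIV animals edgeR called 0 of 14750 genes lower, with 395 at an unadjusted p under 0.05, 219 of them with a log2 fold change under -1.5. DESeq2 called 50 lower, 13 of them muscle genes. The 395 became 218 without JI45, 246 without JT80 and 1273 without IV90. With the muscle level as a covariate the count was 1353, and with the salivary gland level 164.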

Compared to uninfected controls, 321 and 253 genes were downregulated in OPM of VEH-untreated/SIV and THC/SIV rhesus macaques, respectively. Out of these, 256 and 200 genes were successfully annotated in the VEH-untreated/SIV and THC/SIV groups, respectively. At least five genes with well-established functions in maintaining oral epithelial barrier integrity *AGR2* [58,59], *WFDC2* [60,61], anti-inflammatory function (*TSC22D3*) [62,63,64] and prevention of oxidative stress [48,65] were found to be significantly downregulated in OPM of VEH-untreated/SIV rhesus macaques (Figure 1D). On the other hand, proinflammatory extracellular matrix degrading proteinases (*MMP7*) [66], endoplasmic reticulum (ER) stress regulating and anti-viral *CREB3L1* [67] and DNA demethylating *APOBEC2* [68] were significantly downregulated in OPM of THC/SIV rhesus macaques (Figure 1D). 

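AGR2, a folding enzyme for mucins on chromosome 3 from 109309579 to 109322010, was at 155 ± 42.0 CPM (SD, n = 5) in the uninfected controls and at 54.7 ± 38.7 CPM (SD, n = 7) in VEH-untreated/SIV animals, of which 6 of 7 lay below every control (exact permutation p = 0.00884, two-sided). WFDC2, a protease inhibitor in saliva on chromosome 10 from 18965618 to 18977226, was at 86.4 ± 43.7 CPM (SD, n = 5) and 36.3 ± 17.1 CPM (SD, n = 7) (exact permutation p = 0.0429). TSC22D3 (GILZ), which glucocorticoids switch on, on chromosome X from 106425459 to 106488499, was at 94.9 ± 22.5 CPM (SD, n = 5) and 57.6 ± 13.1 CPM (SD, n = 7), with 6 of 7 animals below every control (exact permutation p = 0.00505). CAT, which breaks down hydrogen peroxide, was at 61.5 ± 20.1 CPM (SD, n = 5) and 39.5 ± 14.6 CPM (SD, n = 7) (exact permutation p = 0.0518). Log2 fold changes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were -1.50 (standard error 0.43, adjusted p = 0.281) for AGR2, -1.25 (standard error 0.41, adjusted p = 0.346) for WFDC2, -0.72 (standard error 0.18, adjusted p = 0.201) for TSC22D3 and -0.64 (standard error 0.26, adjusted p = 0.496) for CAT, so none passed over all genes. DESeq2 gave adjusted p = 0.0434 for AGR2 and 0.0495 for TSC22D3; over all alternatives their adjusted p ran from 0.0434 to 0.584 and from 0.0495 to 0.534. Other targets of glucocorticoids went both ways: ZBTB16 had -1.75 (standard error 0.55), FKBP5 -0.73 (standard error 0.30), PER1 -0.50 (standard error 0.21) and SGK1 0.63 (standard error 0.28). Of the list 4 had a positive and 7 a negative log2 fold change, and 2 of 11 (TSC22D3 and ZBTB16) were lower when adjusted over the list alone, against 0 by edgeR over all genes (4 at an unadjusted p under 0.05 and 1 by DESeq2) (camera adjusted p = 0.103, and adjusted p = 0.52 with an estimated correlation). Among the 7 VEH-untreated/SIV animals AGR2 followed the mean log2 level of salivary gland genes (r = 0.955, exact permutation p = 0.00139; rho = 0.964, exact permutation p = 0.00278; r = 0.901 without JR60 and IJ60). WFDC2 did so less (r = 0.581, exact permutation p = 0.179; rho = 0.393, exact permutation p = 0.396; r = 0.00873 without the same animals) and TSC22D3 did not (r = -0.279, exact permutation p = 0.542; rho = -0.571, exact permutation p = 0.2; r = -0.960 without them). Adjusted over these 3 relations, the exact permutation p of r was 0.00417, 0.269 and 0.542, and that of rho 0.00833, 0.396 and 0.3.

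**Figure D4:**
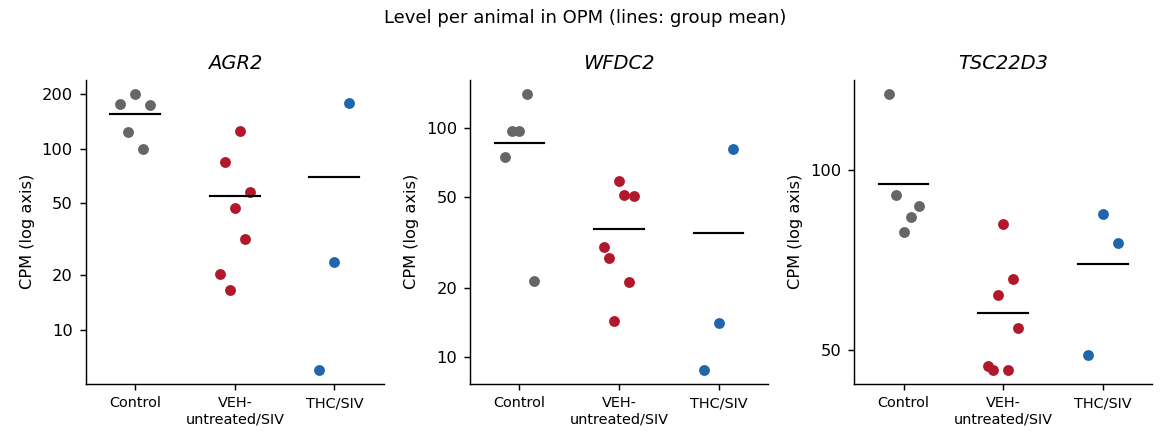
CPM of AGR2, WFDC2 and TSC22D3 per animal on a log axis (points), with the group mean (line), in uninfected controls (n = 5), VEH-untreated/SIV (n = 7) and THC/SIV (n = 3) animals. For AGR2 the THC/SIV animals spread from 6.03 to 179 CPM.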

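MMP7, a protease that gland cells secrete, was at 3.23 ± 2.09 CPM (SD, n = 3) in THC/SIV animals and 9.39 ± 4.40 CPM (SD, n = 5) in the uninfected controls, a log2 fold change of -1.55 (standard error 0.55, adjusted p = 0.926) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (exact permutation p = 0.0536, two-sided). CREB3L1, a transcription factor released by stress in the endoplasmic reticulum, was at 7.20 ± 8.70 CPM (SD, n = 3) against 16.5 ± 4.58 CPM (SD, n = 5), with -1.21 (standard error 0.68, adjusted p = 0.926) from the same test; without IV90 its log2 fold change was -2.95 and its adjusted p 0.028, over a range of 0.028 to 1.00 for all alternatives. In VEH-untreated/SIV animals MMP7 was at 4.96 ± 3.31 CPM (SD, n = 7) and CREB3L1 at 11.1 ± 9.92 CPM (SD, n = 7). APOBEC2, a muscle protein of the deaminase family, was at 0.276 ± 0.288 CPM (SD, n = 3) in THC/SIV animals and 23.4 ± 28.4 CPM (SD, n = 5) in the controls, where it ran from 0 CPM in JC65 and 0.167 in JD95 to 55.9 in GJ01. In VEH-untreated/SIV animals it was at 24.9 CPM in JJ71, 6.76 in JD59 and no more than 0.757 in the others, and its log2 fold change with THC was -6.51 (standard error 2.31, adjusted p = 0.926) from the same test (exact permutation p = 0.25); with the muscle score as a covariate the direction turned, to 0.98. Other skeletal muscle genes ran the same way: DES (desmin) had a log2 fold change of -5.01 (standard error 1.09) with THC and MB (myoglobin) -5.87 (standard error 1.69), and MB ran from 6.86 to 521 CPM within the controls. Of 43 measured muscle genes, 42 had a negative log2 fold change and 34 were lower when adjusted over the list alone, against 0 by edgeR over all genes (35 at an unadjusted p under 0.05 and 13 by DESeq2) (camera adjusted p = 1.84e-24, and adjusted p = 0.498 with an estimated correlation). The mean log2 level of muscle genes was 0.285, -0.931 and -0.959 in the THC/SIV animals JI45, JT80 and IV90, -0.745 and -0.833 in the controls JC65 and JD95, and 3.80, 5.06 and 5.43 in GK22, GK11 and GJ01. Smooth muscle (adjusted p = 0.000737, and adjusted p = 0.498 with an estimated correlation), salivary gland (adjusted p = 6.48e-05, and adjusted p = 0.498 with an estimated correlation), ciliated cell (adjusted p = 0.000456, and adjusted p = 0.498 with an estimated correlation), B and plasma cell (adjusted p = 0.00256, and adjusted p = 0.738 with an estimated correlation) and adipocyte genes (adjusted p = 0.034, and adjusted p = 0.738 with an estimated correlation) were lower with THC by camera as well, led by MYH11 (-1.23, standard error 0.48), ZG16B (-1.59, standard error 0.66) and DNAH5 (-2.48, standard error 1.08). Single animals weigh here as well: the difference in mean log2 level changed from -1.08 to -0.432 without JI45 and -2.06 without IV90 for adipocytes, from -1.28 to -0.342 without JI45, -2.14 without JT80, -0.812 without JC65 and -0.660 without JD95 for B and plasma cells, from -0.980 to -0.606 without JI45, -0.652 without JT80 and -1.68 without IV90 for salivary gland and from -0.686 to -0.420 without JI45 for smooth muscle.

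**Figure D5:**
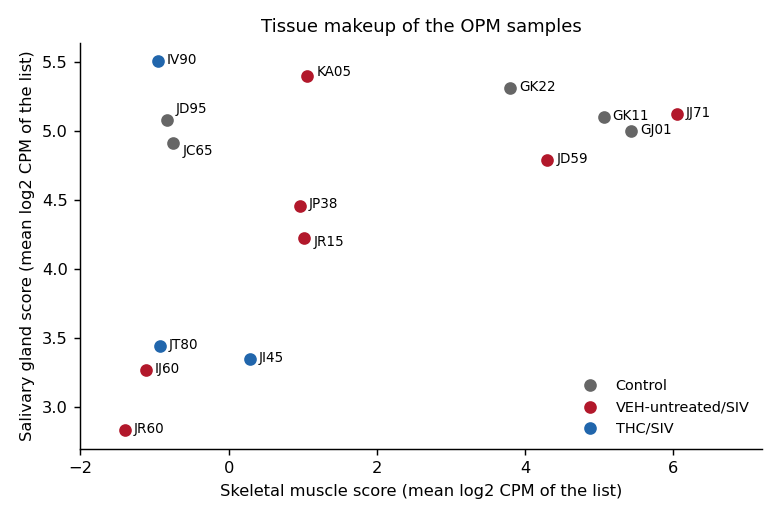
Mean log2 CPM of skeletal muscle genes (horizontal axis) and salivary gland genes (vertical axis) in each of the 15 animals, marked by group and named. The muscle level is lowest in JR60, IJ60, IV90, JT80, JD95 and JC65, and highest in JJ71; the salivary gland level is lowest in JR60, IJ60, JI45 and JT80.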

Tables S3 and S4 lists the Top 50 differentially downregulated genes in OPM of VEH-untreated/SIV and THC/SIV rhesus macaques, respectively. 

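Of the genes in Table S3, TRPV4, a calcium channel that responds to heat and swelling, had a log2 fold change of -1.19 (standard error 0.54, adjusted p = 0.56) in VEH-untreated/SIV animals by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 50 of its 50 genes were tested and had a negative log2 fold change, from -1.63 to -0.63 (median -0.98). At an adjusted p under 0.05, 2 of them (CDH11 and S100A1) were lower by edgeR and 7 by DESeq2. Table S4, for THC/SIV animals, is made up to a large part of muscle genes, 20 of 50 on the skeletal muscle list: MYH2, a fast myosin, had -8.11 (standard error 3.04, adjusted p = 0.926) and CKM, the creatine kinase of muscle, -7.06 (standard error 2.47, adjusted p = 0.926) from the same test. PGAM1 is left out, since the gene meant there is uncertain; the other 49 were tested with negative log2 fold changes, from -9.98 to -0.90 (median -3.27). By edgeR, 0 of them were lower at an adjusted p under 0.05, 46 at an unadjusted p under 0.05 and 14 by DESeq2. Both tables were drawn up from these same animals and so are not independent evidence.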

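Between VEH-untreated/SIV and THC/SIV rhesus macaques, no single gene passed edgeR's adjustment over all genes, and no group of genes passed with an estimated correlation; at its preset correlation camera called groups of immune, vessel, lipid and muscle genes. UPP1, which was named after its values were seen, was at 231 ± 19.2 CPM (SD, n = 7) and 148 ± 20.4 CPM (SD, n = 3), a log2 fold change of 0.67 (standard error 0.16, adjusted p = 1.00) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. WARS1, a tRNA ligase that interferon-γ switches on, had 1.04 (standard error 0.47, adjusted p = 1.00) from the same test, and S100A12, a neutrophil alarmin, 2.48 (standard error 1.30, adjusted p = 1.00). Interferon-γ and antigen presentation genes (adjusted p = 2.46e-06, and adjusted p = 0.487 with an estimated correlation), T and NK cell genes (adjusted p = 0.0179, and adjusted p = 0.772 with an estimated correlation), macrophage genes (adjusted p = 0.0234, and adjusted p = 0.618 with an estimated correlation), endothelial genes (adjusted p = 0.000418, and adjusted p = 0.554 with an estimated correlation) and lipid biosynthesis genes (adjusted p = 0.00197, and adjusted p = 0.581 with an estimated correlation) were higher in VEH-untreated/SIV animals by camera. So were skeletal muscle (adjusted p = 5.24e-17, and adjusted p = 0.487 with an estimated correlation), where all 36 measured genes had a positive log2 fold change, and smooth muscle (adjusted p = 0.0052, and adjusted p = 0.617 with an estimated correlation). Single animals weigh on these groups: the difference in mean log2 level changed from 0.336 to 0.00474 without IJ60, 0.0663 without JI45 and 0.594 without JT80 for T and NK cell genes, from 0.325 to -0.0547 without JI45 and 0.710 without JT80 for macrophage genes, from 0.455 to 0.753 without JT80 and 0.228 without IV90 for endothelial genes, from 0.187 to 0.341 without JI45, 0.124 without JT80 and 0.0957 without IV90 for lipid biosynthesis genes, from 2.09 to 1.34 without JJ71 for skeletal muscle and from 0.414 to 0.245 without JJ71, 0.149 without JI45 and 0.725 without IV90 for smooth muscle. Over 14659 genes edgeR called 0 higher and 0 lower, with 161 and 69 at an unadjusted p under 0.05, where chance alone gives 733 in all. DESeq2 called 3 higher and 0 lower: HLA-DQB1 and MYH4, which have no counts in the THC/SIV libraries so that no fold is given, and a gene without a symbol. Without IV90 the 161 became 425, and the 69 became 152 without JI45, 122 without JT80, 116 without IV90 and 116 without JR60. The groups did not overlap for 79 genes, 0.539% of those tested, where chance gives 1.67%.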

The anti-inflammatory effects of THC became more distinctive when gene expression was compared between VEH-untreated/SIV and THC/SIV rhesus macaques (Figure 1G). 

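ICAM1, to which leukocytes bind on their way out of the blood, was at 16.9 ± 7.11 CPM (SD, n = 7) in VEH-untreated/SIV and 7.28 ± 3.26 CPM (SD, n = 3) in THC/SIV animals (exact permutation p = 0.025, two-sided). IL4R, a receptor chain for IL-4 and IL-13, was at 62.2 ± 21.0 CPM (SD, n = 7) and 31.8 ± 3.94 CPM (SD, n = 3) (exact permutation p = 0.05), and NR1D1, a repressor of the circadian clock, at 11.7 ± 4.90 CPM (SD, n = 7) and 5.06 ± 1.82 CPM (SD, n = 3) (exact permutation p = 0.0333). SAMHD1, which starves retroviruses of nucleotides, was at 43.4 ± 14.7 and 25.4 ± 3.55 CPM (exact permutation p = 0.0833). KLK6 was at 4.27 ± 2.70 CPM with THC, close to the controls (exact permutation p = 0.1 for the difference between the infected groups), and SOCS3 at 3.29 ± 2.24 and 0.836 ± 0.134 CPM (exact permutation p = 0.192). For PELI3, at 9.07 ± 5.96 CPM (SD, n = 3) with THC, the exact permutation p was 0.075. The log2 fold changes of VEH-untreated/SIV over THC/SIV were 1.23 (standard error 0.42) for ICAM1, 0.99 (standard error 0.30) for IL4R, 1.22 (standard error 0.40) for NR1D1, 0.79 (standard error 0.30) for SAMHD1, 3.79 (standard error 1.22) for KLK6, 1.98 (standard error 0.81) for SOCS3 and 0.80 (standard error 0.41) for PELI3. Each of these genes had adjusted p = 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each was among the genes the study called on these animals. SOCS3 is a gene of low counts here, and KLK6 varied over 1.94 to 136 CPM among the VEH-untreated/SIV animals.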

Consistent with the presence of a persistent inflammatory state (Figure 1A and Figure S1I) in the OPM, VEH-untreated/SIV rhesus macaques showed significantly higher expression of *SAMHD1* (anti-viral restriction factor and mediation of TNFα proinflammatory responses) [69], *NR1D1* (transcription factor that controls macrophage and neutrophilic inflammation) [70], *PELI3* (transmission of TLR and IL-1 signaling via IRAK1/TRAF6 complex), *IL4R* (chemokine production and inflammation) [71], *KLK6* (inflammation and T cell activation) [72], *ICAM1* (lymphocyte trafficking and bacterial adherence) [73] and *SOCS3* (negative regulator of JAK-STAT signaling) [74] (Figure 1G). 

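CYP2A23, an enzyme that oxidizes nicotine and drugs, was at 47.6 ± 34.2 CPM (SD, n = 3) in THC/SIV and 10.9 ± 13.9 CPM (SD, n = 7) in VEH-untreated/SIV animals, a log2 fold change of -2.11 (standard error 1.05, adjusted p = 1.00) for VEH-untreated/SIV over THC/SIV by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (exact permutation p = 0.0833, two-sided). SLC2A12, a glucose transporter, was at 7.33 ± 3.03 CPM (SD, n = 3) and 3.59 ± 2.51 CPM (SD, n = 7), with -1.02 (standard error 0.51, adjusted p = 1.00) from the same test (exact permutation p = 0.0833). Among the genes ranked higher in VEH-untreated/SIV animals, TMPRSS11F and KLK6 are 2 serine peptidases. Of the 17 genes in Table S5, all 17 were tested (with SOC3 read as SOCS3), and their log2 fold changes ran from 0.71 to 3.79 (median 0.98). Those of all 17 genes in Table S6 ran from -2.22 to -0.88 (median -1.18). Every tested gene had the direction the tables give, 11 and 13 of them at an unadjusted p under 0.05, and by edgeR and by DESeq2 0 passed at an adjusted p under 0.05. The tables come from the same libraries, so these directions are no independent evidence.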

Tables S5 and S6 lists the Top 17 differentially up- and downregulated genes in OPM of VEH-untreated/SIV compared to THC/SIV rhesus macaques.

### 3.4. Chronic THC Administration Preserved AGR2, WFDC2 and TSC22D3 Protein Expression in Minor Salivary Glands (MiSGs) of Chronic SIV-Infected Rhesus Macaques

The interesting finding on the significant downregulation of *AGR2*, *WFDC2* and *TSC22D3* gene expression in OPM of VEH-untreated/SIV macaques (Table S3) further prompted us to investigate which cell types in the OPM contributed to its differential protein expression. 

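AGR2 in THC/SIV animals was at 6.03 CPM in JI45, 23.7 in JT80 and 179 in IV90, a mean of 69.5 ± 95.0 CPM (SD, n = 3). WFDC2 was at 8.78, 14.1 and 81.5 CPM in the same animals, and TSC22D3 at 49.1, 84.6 and 75.7 CPM. Against the uninfected controls, log2 fold changes were -1.17 (standard error 0.86) for AGR2, -1.33 (standard error 0.79) for WFDC2 and -0.47 (standard error 0.25) for TSC22D3, none past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.926 for each; exact permutation p = 0.0893, 0.143 and 0.0893). Between VEH-untreated/SIV and THC/SIV animals, log2 fold changes were -0.33 (standard error 0.83), 0.08 (standard error 0.62) and -0.26 (standard error 0.23) in the same order, with exact permutation p = 0.625, 0.45 and 0.3. Without IV90, the animal with the most AGR2, the direction for AGR2 turned, to a log2 fold change of 1.88. The tissue of IV90 also had more salivary gland RNA than that of the other two: the mean log2 level of salivary gland genes was 5.51 in IV90, 3.35 in JI45 and 3.44 in JT80.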

More importantly, since the expression of all three genes was not decreased in OPM of THC/SIV rhesus macaques, we hypothesized that by inhibiting inflammation THC would preserve *AGR2*, *WFDC2* and *TSC22D3* protein expression. We focused on these three genes for the following reasons. First, *AGR2* is a protein disulfide isomerase family of endoplasmic reticulum proteins that catalyzes protein folding, trafficking and assembly of cysteine-rich transmembrane receptors and intestinal/salivary gland mucins [58,59]. In addition, *AGR2* also regulates cell migration, differentiation and adhesion [59]. Similarly, *WFDC2* is a matrix metalloproteinase inhibitor that was recently demonstrated to play a critical role in intestinal epithelial barrier function and preventing dysbiosis, bacterial invasion and translocation [60,61]. Further, *WFDC2* is expressed by MiSGs [60,61] and in association with other related *WAP* domain containing proteins functions in epithelial host defense. Finally, the expression of *TSC22D3*, also known as glucocorticoid induced leucine zipper (*GILZ*), is stimulated by glucocorticoids and *IL10* and is well described to play a key role in mediating the anti-inflammatory and immunosuppressive effects of both proteins [62,63,64]. 

For immunofluorescence analysis, we did not include untreated control animals (Group 4) as the mRNA read counts for all three genes (*AGR2, WFDC2* and *TSC22D3*) were significantly higher than that detected in VEH-untreated/SIV rhesus macaques (Table S3). Since none of the three genes were downregulated in the OPM of THC/SIV rhesus macaques, we decided to compare differences in protein expression between VEH/SIV (JH47, JR36 and JD66) and THC/SIV (JI45, JT80 and IV90) rhesus macaques. In agreement with RNA-seq data, *AGR2* staining intensity was considerably weaker in OPM of VEH/SIV (Figure 2A–C) compared to the THC/SIV rhesus macaques (Figure 2D,E), suggesting that chronic HIV/SIV infection is associated with marked downregulation of *AGR2* protein expression in the OPM. In contrast, *AGR2* staining intensity was brighter and stronger in the OPM of THC/SIV rhesus macaques (Figure 2D,E). Interestingly, based on cytokeratin expression (marker of epithelial cells), *AGR2* protein expression localized exclusively to the minor salivary gland (MiSGs) mucus secretory epithelial cells and its secretory ducts (lined by simple cuboidal epithelium) present in the submucosal layer of the OPM (Figure 2A–E). This is evident in Figure 2F showing a hematoxylin–eosin stained section of the OPM containing a small cluster of MiSGs with predominantly mucus secretory acini. Note the markedly stronger *AGR2* staining intensity in the MiSG clusters present in the OPM of THC/SIV (Figure 2D,E) compared to VEH/SIV (Figure 2A–C) rhesus macaques. Further, Figure 2F shows mild to moderate inflammatory cell (T cells and plasma cells) infiltration of the MiSGs in a VEH/SIV RM, suggesting the presence of MiSG sialadenitis. Compared to reports in the intestinal epithelium, very weak *AGR2* staining was detected in the stratified squamous epithelium lining the OPM (Figure 2A)). Since *AGR2* has been described to regulate ER-stress, we stained the sections with the ER marker, *GRP94*. Consistent with its function in maintaining ER homeostasis, *GRP94* confirmed subcellular localization of *AGR2* protein to the ER of MiSG acini (Figure 2G). The inset in Figure 2G clearly shows that the *AGR2* stained regions also stained with antibodies recognizing the ER protein *GRP94*, confirming the expression of *AGR2* within the ER of MiSG mucus secretory epithelial cells. Quantitative image analysis of all stained MiSG clusters confirmed elevated *AGR2* protein expression in OPM of THC/SIV relative to VEH/SIV rhesus macaques (Figure 2H). Unfortunately, the OPM sections collected in Z-fix for immunofluorescence studies from one of the THC/SIV (JT80) rhesus macaques (Table 1) did not contain MiSGs and, therefore, immunofluorescence images from only two THC/SIV rhesus macaques are shown in Figure 2H. Since at least three samples are required to generate a *p* value, we were unable to statistically analyze the between group (VEH/SIV vs. THC/SIV) differences in mean fluorescent intensity values shown in Figure 2H, as well as in Figure 3F and Figure 4F. 

The decreased mRNA expression of *WFDC2* and *TSC22D3* was equally intriguing as both proteins play important roles in inhibiting metalloprotease activity, mucosal inflammation and maintaining the intestinal epithelial barrier function and by extension the oral epithelial barrier integrity [60,61,62,63,64]. Similar to *AGR2*, protein expression of both *WFDC2* (Figure 3) and *TSC22D3* (Figure 4) localized exclusively to the MiSG acini and salivary ducts. Consistent with the mRNA data, expression of both proteins was markedly lower in OPM of VEH/SIV rhesus macaques (Figure 3A–C and Figure 4A–C). In contrast, protein expression of *WFDC2* and *TSC22D3* was considerably higher in THC/SIV rhesus macaques (Figure 3D–F and Figure 4D–F). *TSC22D3* protein expression was extremely low and barely detectable in one of the VEH/SIV RMs (Figure 4C) compared to the other two (Figure 4A,B). Digital image quantification using Volocity confirmed markedly enhanced expression of *WFDC2* and *TSC22D3* proteins in the MiSGs of THC/SIV rhesus macaques (Figure 3F and Figure 4F). Due to the small sample size, the data on the anti-inflammatory effects of THC should be interpreted with caution. Nevertheless, the findings provide new information on the pathogenesis of oral manifestations in HIV patients even on anti-retroviral therapy and have translational relevance for the mitigation of oral mucosal inflammation. Therefore, these translational findings need to be confirmed in a larger cohort of THC treated SIV-infected rhesus macaques.

### 3.5. TSC22D3 Is Post-Transcriptionally Regulated by miR-29b

To determine the post transcriptional mechanisms regulating gene expression, we profiled miRNA expression in the same OPM (Figure 5A,B) samples from VEH-untreated/SIV rhesus macaques (*n* = 7) and identified 48 (38 upregulated and 10 downregulated) differentially expressed (DE) miRNAs relative to uninfected controls (*n* = 5). In terms of magnitude, miR-19a, miR-301, miR-142-3p, miR-32 and miR-142-5p were among a select list of miRNAs that showed the highest upregulation in OPM (bottom of heat map in Figure 5A and black arrows in volcano plot in Figure 5B). An important finding is the significant upregulation in OPM (Figure 5A,B) of miR-21 (blue arrow in Figure 5A and volcano plot in Figure 5B), a miRNA known to regulate periodontitis [75], T-cell activation [76] and oral carcinoma [77]. Interestingly, RNA-seq for gene expression profiling also confirmed miR-21 upregulation in OPM of VEH-untreated/SIV rhesus macaques. 

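MIR21, the gene of the miR-21 precursor on chromosome 16 from 44086558 to 44086629, was at 3.45 ± 1.87 CPM (SD, n = 7) in VEH-untreated/SIV animals, 1.75 ± 1.39 CPM (SD, n = 5) in the uninfected controls and 2.00 ± 0.374 CPM (SD, n = 3) in THC/SIV animals. Against the controls its log2 fold change in VEH-untreated/SIV animals was 1.00 (standard error 0.52, adjusted p = 0.631) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (exact permutation p = 0.0707, two-sided), so the difference did not pass. The authors' deposited table gives an unadjusted p-value under 0.05 and a log2 fold change of 1.00 for this gene. The levels ran from 0.433 to 7.18 CPM over the 15 libraries. Libraries of RNA with a poly(A) tail count the primary transcript and not the mature miR-21 strand, so no value for the mature strand is given.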

Further, expression of miR-150 was significantly downregulated (green arrow in Figure 5A and volcano plot in Figure 5B), a miRNA we previously demonstrated to be downregulated during T cell activation in the intestine [34]. Unfortunately, due to limitations in RNA availability, we could not perform miRNA profiling in the OPM of THC/SIV rhesus macaques. However, our previously published studies showed that THC suppressed proinflammatory miR-21 and miR-222 expression in the intestine [25]. Additionally, our unpublished studies in the brain of chronic SIV-infected rhesus macaques identified a similar suppressive effect of THC on proinflammatory miRNA expression. Therefore, we expect THC to suppress proinflammatory miRNA expression in the OPM. 

To identify potential molecular mechanisms regulating *AGR2* and *TSC22D3* expression in the OPM, we performed a bioinformatic analysis using the TargetScan 7.2 algorithm [78] to identify potential miRNAs upregulated in the OPM that are predicted to directly regulate *AGR2, WFDC2* and *TSC22D3*. The bioinformatic analysis identified perfect miRNA seed nucleotide matches (miRNA nucleotide positions 2–7) for miR-29b on the 3′ mRNA UTR of *AGR2* (Figure 5C) (conserved in human, chimp and rhesus macaque) and *TSC22D3* (Figure 5D) (conserved in up to thirteen different mammalian species) that had a minimum free energy of ≤27.0 and 20.6 kcal/mol, respectively. Moreover, miR-29 dysregulation has been confirmed in other pathological conditions (tumors) of the salivary gland [79]. As shown in Figure 6A, transfection of HEK293 cells with both 20 and 40 nM LNA-conjugated miR-29b mimic significantly reduced firefly/renila ratios suggesting that miR-29b can regulate *TSC22D3* expression by directly binding to its 3′ UTR and exerting posttranscriptional repression. Although miR-29b binding to the *AGR2* 3′ UTR decreased firefly/renila ratios, the reduction detected only with 20 nM miR-29b mimic was very minimal (10%) (Figure S2) compared to that detected with *TSC22D3* (Figure 6A). Next, we overexpressed FAM-labeled LNA-conjugated miR-29b mimics in A549 cells to determine its effect on *TSC22D3* protein expression. We used A549 cells as these cells abundantly expressed *TSC22D3* protein. Two other cells lines, namely TR147 (oral carcinoma cell line) and A253 (submaxillary salivary gland cell line), were also evaluated for overexpression studies. Unfortunately, neither cell line expressed the *TSC22D3* protein. We preferred the current approach over other detection methods such as Western blotting as it enabled the quantification of *TSC22D3* protein [25] solely in cells that were successfully transfected with the miR-29b mimic (green fluorescing cells). This approach also ensured that *TSC22D3* protein expression was not quantified in miR-29b untransfected cells. Figure 6B clearly shows that miR-29b overexpression effectively decreased *TSC22D3* protein expression in A549 cells compared to cells that were transfected with the negative control mimic (Figure 6C). Moreover, target downregulation was successfully achieved with a low physiological dose (20 nM) of miR-29b mimic (Figure 6D). Overall, these data provide a potential miRNA mediated post-transcriptional mechanism regulating MiSG inflammation in chronic HIV/SIV infection. 

## 4. Discussion

Despite viral suppression by cART, chronic oral inflammation, thought to be a key driver of oral mucosal dysfunction, does not fully subside to baseline levels [1,2,3,4,5,6,10]. This can contribute to breakdown of the oral epithelial barrier resulting in oral microbial and by-product translocation, systemic immune activation and accelerated disease progression [7]. Here, we investigated the impact of long-term administration of the naturally occurring phytocannabinoid in the *Cannabis sativa* plant, namely THC, and demonstrate its anti-inflammatory effects in the oral cavity of cART naïve chronically SIV-infected rhesus macaques.

Given the paucity of information on the molecular mechanisms underlying HIV/SIV-induced oral mucosal dysfunction, we first profiled mRNA expression in OPM tissues of chronic SIV-infected rhesus macaques. Consistent with inflammatory signaling emanating from increased viral replication, we found enrichment of biological functions associated with antiviral defense (*n* = 24 genes), type I interferon signaling pathway (*n* = 18 genes), innate immunity (*n* = 30 genes), positive regulation of interferon-alpha (*n* = 4) and beta production (*n* = 3), signal transduction through IL1R (*n* = 5 genes) and Toll-like receptor signaling pathway (*n* = 6 genes). These gene expression signatures suggest a host response reflective of both viral replication and concurrent bacterial dysbiosis in the oral cavity. This is further supported by the identification of a molecular profile of “alarmin” gene expression that is consistent with microbial dysbiosis. This included upregulation of the antimicrobial peptide *DEFB103* (10.5-fold), *IL36* (11.9-fold), *IL1A* (1.7-fold) and *S100A9* (2.4-fold). 

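Type I interferon genes were higher in VEH-untreated/SIV animals as a set (camera adjusted p = 8.45e-85, and adjusted p = 0.00388 with an estimated correlation), with a median log2 fold change of 1.49 over the 41 measured genes; their mean log2 level was 1.74 above that of the uninfected controls (exact permutation p = 0.00253, two-sided; adjusted p = 0.0467 over 37 lists). Of 20 IL-1 family and receptor genes, 1 (PELI3) was higher over all genes by edgeR's test and 5 when adjusted over the list alone, among them IL36B, of the IL-36 cytokines, at a log2 fold change of 5.01 (standard error 1.55). This list was higher by camera (adjusted p = 6.39e-05, and adjusted p = 0.00748 with an estimated correlation), and its mean log2 level was higher by 0.542 (exact permutation p = 0.00379, adjusted p = 0.0467 over the same lists; 7 of 7 animals above every control). The mean log2 level of the serine peptidases was higher by 0.931 (exact permutation p = 0.00505, adjusted p = 0.0467) and that of the RIG-I pathway by 0.668 (exact permutation p = 0.00126, adjusted p = 0.0467). The RIG-I list shares ISG15 and IRF7 with the interferon list, so its rise is not independent of that of the interferon genes. In THC/SIV animals the mean of the IL-1 family was 0.206 above the controls (exact permutation p = 0.0179, adjusted p = 0.33; camera adjusted p = 0.0136, and adjusted p = 0.498 with an estimated correlation), and between the infected groups it differed by 0.336 (exact permutation p = 0.0833, adjusted p = 0.771). The chemokines CXCL10 and CCL5, which draw T cells, had log2 fold changes of 2.28 (standard error 0.86) and 1.79 (standard error 0.55), and CCL28, made by gland cells, -1.35 (standard error 0.48). The chemokine list as a whole did not pass by camera (adjusted p = 0.512, and adjusted p = 0.744 with an estimated correlation). Lists for interferon alpha and beta production were not analysed here.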

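DEFB103A (β-defensin 3), IL36A, IL1A and S100A9 are alarm signals and antimicrobial proteins of the epithelium. S100A9, which binds metals that microbes need, was at 14881 ± 7018 CPM (SD, n = 7) in VEH-untreated/SIV animals and 6237 ± 2199 CPM (SD, n = 5) in the uninfected controls, with all 7 infected animals above every control (exact permutation p = 0.00253, two-sided). IL36A was at 237 ± 266 CPM (SD, n = 7) and 20.3 ± 18.4 CPM (SD, n = 5) (exact permutation p = 0.0215), with 6 of 7 animals above every control. IL1A was at 835 ± 312 CPM (SD, n = 7) and 490.4 ± 282 CPM (SD, n = 5) (exact permutation p = 0.0631). DEFB103A was at 44.2 ± 40.5 CPM (SD, n = 7) and 4.26 ± 4.17 CPM (SD, n = 5) (exact permutation p = 0.0631); near-identical copies of this gene may share its reads, so its value is uncertain. Log2 fold changes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.26 (standard error 0.35, adjusted p = 0.264) for S100A9, 3.55 (standard error 1.00, adjusted p = 0.262) for IL36A, 0.77 (standard error 0.36, adjusted p = 0.58) for IL1A and 3.40 (standard error 1.03, adjusted p = 0.312) for DEFB103A; DESeq2 called S100A9, IL36A and DEFB103A higher. In THC/SIV animals S100A9 was at 8891 ± 4634 CPM (SD, n = 3), IL36A at 28.2 ± 21.0 CPM (SD, n = 3), IL1A at 952 ± 712 CPM (SD, n = 3) and DEFB103A at 27.1 ± 46.4 CPM (SD, n = 3). Of 11 alarmin and antimicrobial genes, 3 were higher in VEH-untreated/SIV animals when adjusted over the list alone, against 0 by edgeR over all genes (4 at an unadjusted p under 0.05 and 3 by DESeq2) (camera adjusted p = 0.00743, and adjusted p = 0.366 with an estimated correlation; exact permutation p = 0.0795 for the mean log2 level, adjusted p = 0.245 over 37 lists).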

Similar to our previous studies in the intestine [25], we detected an approximately 3.4-fold reduction in the number of upregulated transcripts in OPM of THC/SIV compared to control macaques. In contrast, chronic THC treatment selectively upregulated the expression of *TIGAR, SCML1* and *GZMK*. Overall, the marked reduction in the number of significantly upregulated proinflammatory genes in the OPM of THC/SIV macaques suggests that cannabinoids exert strong anti-inflammatory effects in the oral mucosa.

Another important finding was the significant downregulation of *AGR2, WFDC2, TSC22D3* and *CAT* mRNA in OPM of VEH-untreated/SIV macaques relative to uninfected control macaques. *AGR2* is a protein disulfide isomerase that functions to facilitate protein folding in the endoplasmic reticulum (ER). Deletion of *AGR2* in mice resulted in ER stress in the intestinal epithelium, disrupted paneth cell homeostasis, and the animals developed Crohn’s disease-like granulomatous ileocolitis [58]. Additionally, *AGR2* was demonstrated to play a critical role in the normal maturation and secretion of *MUC2* mucin in murine colonic goblet cells [59]. *WFDC2* is a metalloproteinase inhibitor that was recently shown to protect the intestinal epithelial barrier and at the same time prevent dysbiosis, microbial invasion and translocation [61]. Finally, *TSC22D3*, also known as glucocorticoid-induced leucine zipper (*GILZ*), is a glucocorticoid and IL-10 induced protein that exerts its anti-inflammatory effects by inhibiting the *NFκB* and *MAPK* pathways [63]. Interestingly, reduced expression of *TSC22D3* is associated with adipose, vascular and pulmonary inflammation [80]. On the contrary, overexpression of *TSC22D3* successfully protected mice against a lethal form of septic peritonitis [81]. *CAT* is a key antioxidant enzyme that protects against oxidative stress by converting reactive oxygen species such as hydrogen peroxide to water and oxygen. Taken together, these interesting findings on the relatively reduced expression of key anti-inflammatory proteins may help sustain chronic oral inflammation in HIV/SIV infection and that THC may inhibit inflammation by preserving their expression in the OPM. 

We next performed immunofluorescence analysis to determine if changes in *AGR2, WFDC2* and *TSC22D3* gene expression were reflected at the protein level. Interestingly, all three proteins localized exclusively to the minor salivary glands (MiSGs) and/or their secretory ducts in the OPM with protein expression being markedly higher in the THC/SIV rhesus macaques. The oral cavity contains about 600–1000 capsule-free MiSGs that measure ~1–5 mM in diameter [82]. They are distributed throughout the oral mucosa, palate, lips and tongue [82] and located in the submucosa, surrounded by connective tissue, or embedded between muscle fibers [82]. Most MiSGs contain mucus acini and secrete mucus saliva, which creates a protective lubricating micron-thick film that helps to avoid the subjective feeling of dry mouth [82,83]. Additionally, MiSGs produce saliva during sleep and therefore a decreased MiSG flow rate due to HIV/SIV induced inflammation may partially explain the night time dry mouth reported by HIV patients [84,85,86]. Although MiSGs contribute less than 10% of the saliva volume [82,83], they secrete high concentrations of immunoglobulin A that protects the oral mucosa from bacterial invasion [82,83]. Therefore, HIV/SIV induced inflammation of the MiSGs may reduce secretory IgA production and consequently impair oral innate immune defenses. Such an environment can drive major shifts in the relative proportions of beneficial and harmful bacteria eventually leading to dysbiosis. 

To identify a potential mechanism regulating gene expression, we profiled miRNA expression in the OPM of VEH-untreated/SIV rhesus macaques. Several classical inflammation-associated miRNAs; miR-21, miR-106b, miR-142-3p, miR-142-5p, miR-17, miR-186 and miR-29b were significantly upregulated in OPM of VEH-untreated/SIV macaques. The most notable miRNA was miR-21 that has been previously linked to T cell activation [76] and, more importantly, oral squamous cell carcinoma [77]. miR-21 was also detected by RNA-seq done to identify differential gene expression, thus confirming its upregulation by two independent techniques. Similarly, miR-142-3p has functional associations with immune activation and oral squamous cell carcinoma [87]. In agreement with studies reported by us and others, we detected decreased expression of miR-150, a miRNA known to be downmodulated during T and B cell activation [34]. Bioinformatic analysis identified miR-29b to have predicted binding sites on the 3′ mRNA UTR of *AGR2* and *TSC22D3*. Luciferase reporter assays and miRNA overexpression studies confirmed the ability of miR-29b to post-transcriptionally regulate *TSC22D3*. Due to limited RNA availability, we did not perform miRNA profiling in OPM of THC/SIV rhesus macaques. However, our recently published studies in the intestine [25] and unpublished studies in the brain have confirmed that chronic THC treatment abrogated the expression of inflammation associated miRNAs. Therefore, these data collectively suggest that oral mucosal dysfunction is characterized by widespread dysregulation of miRNA expression and that miR-29b, in particular, can potentially bind and post transcriptionally downregulate *TSC22D3* protein expression.

Dysregulated miRNAs have been shown to perturb immune responses and stimulate proinflammatory cytokine and autoantibody production, all of which contribute to the pathogenesis of autoimmune diseases such as Sjogren’s syndrome (SS) that affect primarily the salivary and lacrimal glands [88,89]. In addition, affected individuals experience both xerostomia and sialadenitis, the latter characterized by inflammatory cell infiltration of the major and minor salivary glands that in due course results in oral dysbiosis. Currently, there is no cure and the available treatments for this syndrome are symptomatic. While it has been suggested that cannabis and cannabinoids could potentially alleviate some of the symptoms associated with SS and other autoimmune diseases, studies describing their long-term efficacy and safety are still lacking. The findings from our current and previously published [25] rhesus macaque studies provide evidence that long-term low-dose cannabinoids can exert immune-modulatory effects without any observed adverse effects (psychotropic effects and xerostomia), and they can improve the overall quality of life of people living with HIV and potentially those affected by autoimmune diseases such as SS.

In summary, the present study describes genome wide changes in gene expression and its modulation by cannabinoids in the OPM in chronic HIV/SIV infection. Additionally, our findings demonstrate a significant impact of HIV/SIV infection on the MiSGs in the OPM and the potential for miR-29b to post-transcriptionally downregulate *TSC22D3* protein expression in MiSG acini. These changes may explain the high incidence of dry mouth (xerostomia) experienced by HIV-infected patients [84,85]. More importantly, the low THC dose (0.32 mg/kg) administered parenterally in the present study successfully prevented HIV/SIV induced inflammatory signaling in the MiSGs without causing any adverse psychotropic effects or xerostomia. Although preliminary, these protective effects of THC in the oral cavity are very intriguing and more detailed studies to further confirm these findings including mechanisms are needed in the future. Since we also detected a gene expression signature consistent with dysbiosis, future studies are needed to determine if cannabinoids inhibit oral dysbiosis. Finally, human clinical trials using low-dose orally-administered cannabinoids in combination with anti-retroviral drugs to reduce oral mucosal inflammation and systemic chronic immune activation/inflammation need to be conducted in the future.

## Figures and Tables

**Figure 1:**
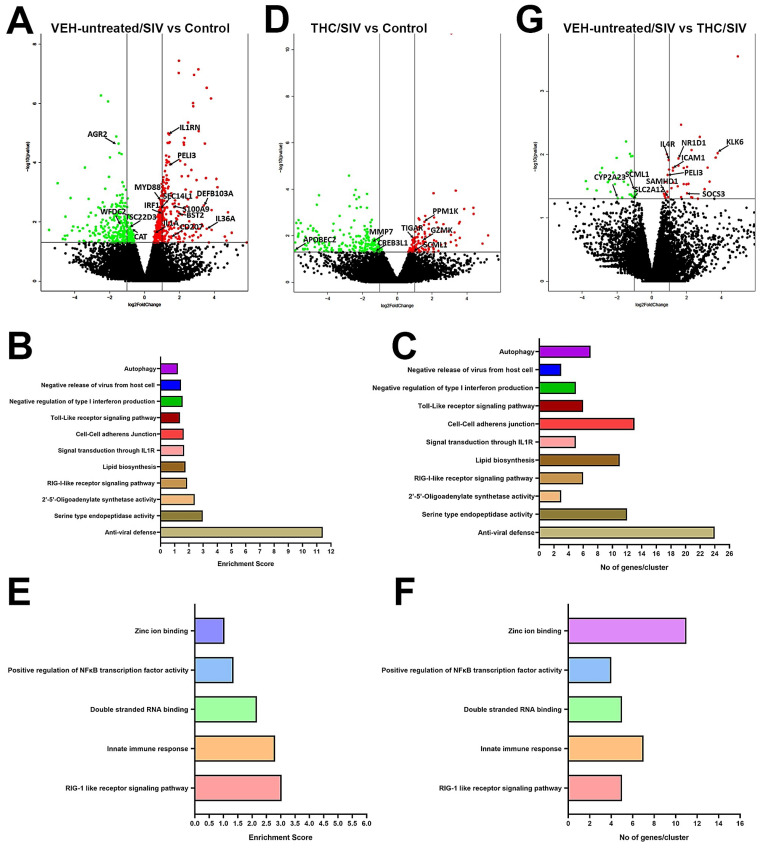
Changes in mRNA expression in the whole OPM tissue of chronically VEH-untreated or delta-9-tetrahydrocannabinol (∆^9^-THC) treated SIV-infected rhesus macaques. Volcano plot shows the relationship between fold-change (*X*-axis) and statistical significance (*Y*-axis) of differentially expressed mRNAs in VEH-untreated/SIV (**A**) and THC/SIV (**D**) rhesus macaques relative to controls and in VEH-untreated/SIV relative to THC/SIV rhesus macaques (**G**). The vertical lines in (**A**,**D**,**G**) correspond to 2.0-fold up and down, respectively, and the horizontal line represents *p* ≤ 0.05. The negative log of statistical significance (*p*-value) (base 10) is plotted on the *Y*-axis, and the log of the fold change base (base 2) is plotted on the *X*-axis. Notable differentially expressed mRNAs are listed in the volcano plots. DAVID functional annotation cluster analysis of upregulated genes in VEH-untreated/SIV (**B**,**C**) and THC/SIV rhesus macaques. (**E**,**F**). Top clusters of genes upregulated in VEH-untreated/SIV (**B**) and THC/SIV (**E**) rhesus macaques. Number of genes represented in each cluster in VEH-untreated/SIV (**C**) and THC/SIV (**F**) rhesus macaques.

**Figure 2:**
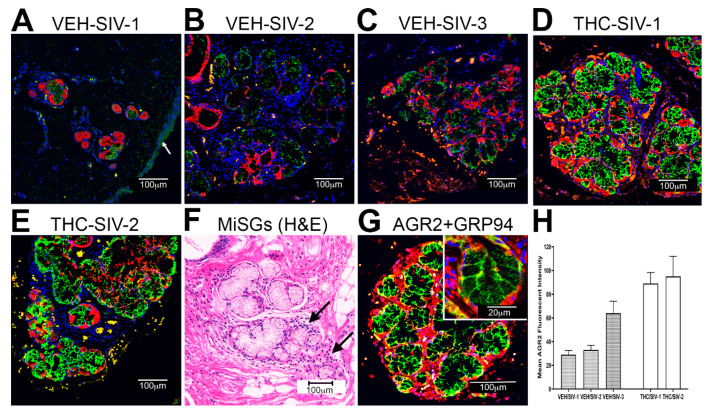
Chronic THC administration preserves *AGR2* protein expression in the minor salivary glands (MiSGs) of chronically SIV-infected rhesus macaques (**A**–**E**) Triple labels with *AGR2*, cytokeratin (**red**) and Topro3 (**blue**) for nuclear staining. Note the significantly decreased AGR2 (**A**–**C**) staining in the MiSGs of VEH/SIV rhesus macaques. In contrast, *AGR2* (**D**,**E**) staining is intense in the MiSGs of THC/SIV rhesus macaques. All panels are 40× magnification. An H&E image of OPM tissue from a VEH/SIV rhesus macaque (**F**) shows mild to moderate lymphoplasmacytic infiltration (black arrows) of MiSGs suggesting sialadenitis. (**G**) Triple labels with *AGR2*, endoplasmic reticulum marker *GRP94* (**red**) and Topro3 (**blue**) for nuclear staining. Yellow staining in (**G**) (inset) indicates localization of *AGR2* to the endoplasmic reticulum. Quantification of cells and regions of interest (ROI) labeled by *AGR2* (**H**) was performed using Volocity 5.5 software after capturing images on a Leica confocal microscope. Several ROI were hand drawn on the MiSGs and their ductal regions in the images from the three VEH/SIV and two THC/SIV rhesus macaques. The mean fluorescent intensity data are represented as mean ± standard deviation for each animal.

**Figure 3:**
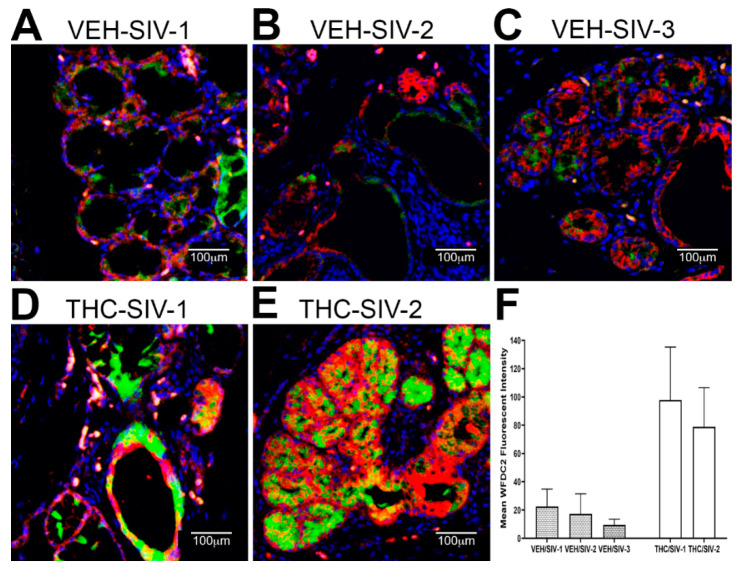
Chronic THC administration preserves *WFDC2* protein expression in the minor salivary glands (MiSGs) of chronically SIV-infected rhesus macaques. (**A**–**E**) Triple labels with *WFDC2* [48], cytokeratin (**red**) and Topro3 (**blue**) for nuclear staining. Note the significantly decreased *WFDC2* (**A**–**C**) staining in the MiSGs of the VEH/SIV rhesus macaques. In contrast, *WFDC2* (**D**,**E**) staining is intense in the MiSGs and salivary ducts of THC/SIV rhesus macaques. All panels are 40× magnification. Quantification of cells and regions of interest (ROI) labeled by *WFDC2* (**F**) was performed using Volocity 5.5 software after capturing images on a Leica confocal microscope. Several ROI were hand drawn on the MiSG regions in the images from three VEH/SIV and two THC/SIV rhesus macaques. The mean fluorescent intensity measurements for each animal are represented as mean ± standard deviation.

**Figure 4:**
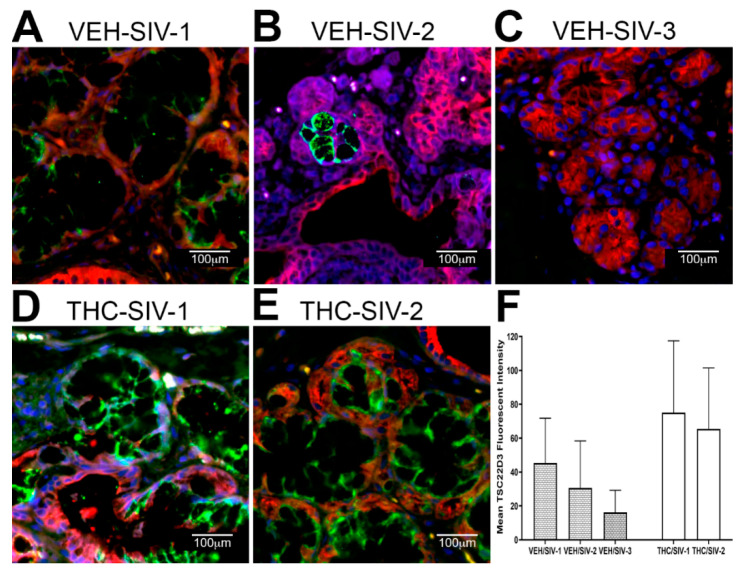
Chronic THC administration preserves *TSC22D3* protein expression in the minor salivary glands (MiSGs) of chronically SIV-infected rhesus macaques. (**A**–**E**) Triple labels with *TSC22D3* [48], cytokeratin (**red**) and Topro3 (**blue**) for nuclear staining. Note the significantly decreased *TSC22D3* (**A**–**C**) staining in the minor salivary glands of the VEH/SIV rhesus macaques. In contrast, *TSC22D3* (**D**,**E**) staining is intense in the MiSGs of the THC/SIV rhesus macaques. All panels are 40× magnification. Quantification of cells and regions of interest (ROI) labeled by *TSC22D3* (**F**) was performed using Volocity 5.5 software after capturing images on a Leica confocal microscope. Several ROI were hand drawn on the MiSG regions in the images from three VEH/SIV and two THC/SIV rhesus macaques. The mean fluorescent intensity measurements for each animal are represented as mean ± standard deviation.

**Figure 5:**
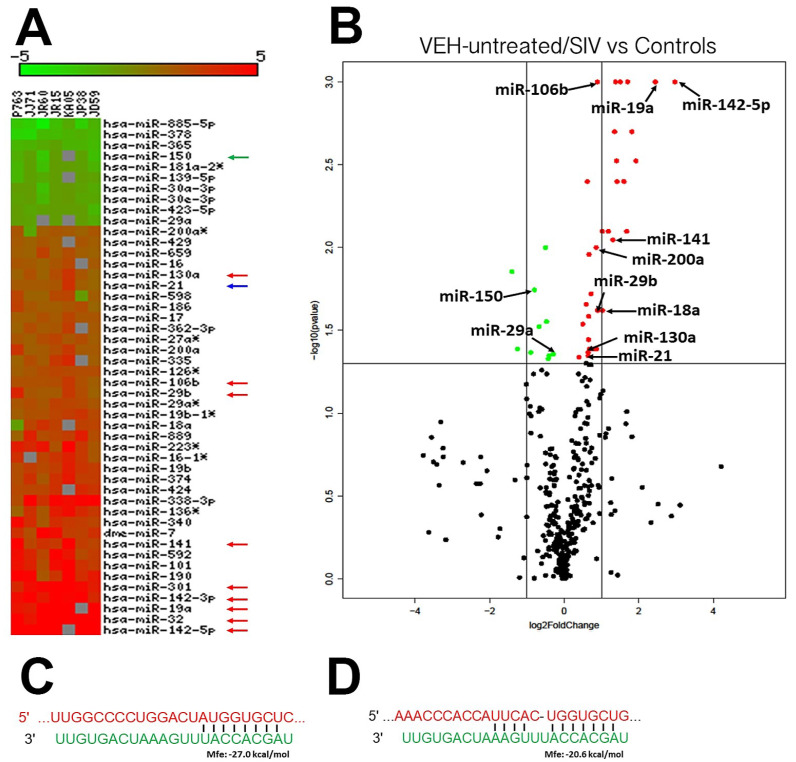
Changes in miRNA expression in the whole OPM tissue of chronically VEH-untreated SIV-infected rhesus macaques. The heat map shows all differentially expressed (*p* ≤ 0.05) miRNAs in the OPM of VEH-untreated/SIV vs. controls (**A**). miRNA species originating from the opposite arm of the precursor are denoted with an asterisk (*). Volcano plot shows the relationship between fold-change (*X*-axis) and statistical significance (*Y*-axis) of differentially expressed miRNAs in VEH-untreated/SIV rhesus macaques relative to controls (**B**). The vertical lines in (**B**) correspond to 2.0-fold up and down, respectively, and the horizontal line represents *p* ≤ 0.05. The negative log of statistical significance (*p*-value) (base 10) is plotted on the *Y*-axis, and the log of the fold change base (base 2) is plotted on the *X*-axis in (**B**). Green and red arrows indicate, respectively, downregulated and upregulated miRNAs common to VEH-untreated/SIV rhesus macaques. The location of miRNAs of interest is denoted with arrows in (**B**). miRNA–mRNA duplex showing a single miR-29b binding site (seed nucleotide region) on the rhesus macaque *AGR2* (**C**) and *TSC22D3* (**D**) mRNA 3′ untranslated region.

**Figure 6:**
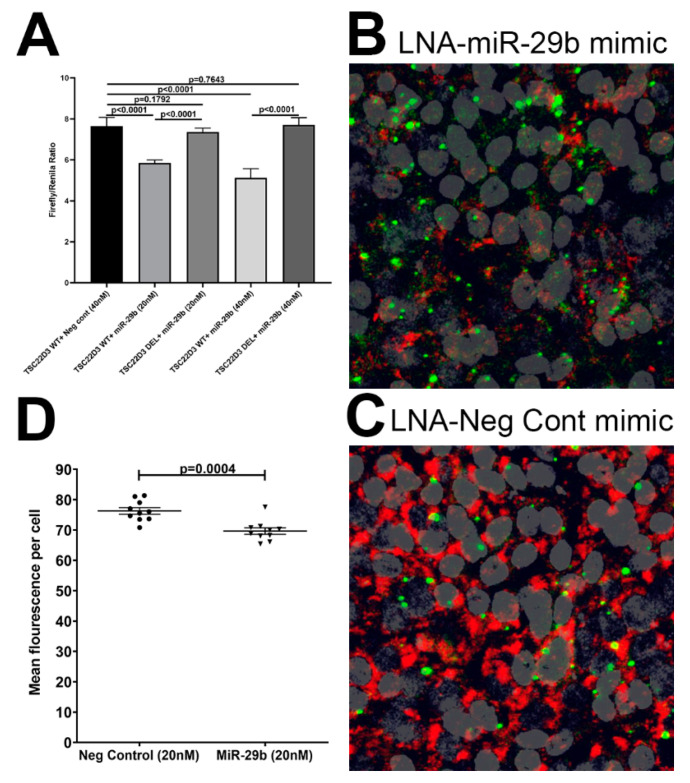
*TSC22D3* is a direct target of miR-29b. Luciferase reporter vectors containing a single highly conserved miR-29b (**A**) binding site (seed nucleotide region) on the rhesus macaque *TSC22D3* mRNA 3′ UTR or the corresponding construct with the binding sites deleted were co-transfected into HEK293 cells with 20 or 40 nM miR-29b or Negative control mimic. *Firefly* and *Renilla* luciferase activities were detected using the Dual-Glo luciferase assay system 96 h after transfection. Note significantly reduced *Firefly*/*Renilla* ratios following co-transfection of miR-29b mimic with a pmirGLO vector containing wild-type (WT) miRNA binding sites (**A**). Luciferase reporter assays were performed thrice in six replicate wells. Representative immunofluorescence images (**B**,**C**) and quantification (**D**) showing reduction in *TSC22D3* protein expression 96 h post transfection of A549 cells in triplicate wells with LNA-conjugated FAM labeled miR-29b (**B**) or negative control (**C**) mimics. miR-29b overexpression followed by immunofluorescence detection of *TSC22D3* protein was performed twice in triplicate wells. *Firefly/Renilla* ratios were analyzed using one-way ANOVA followed by Tukey’s post hoc test. Western blot densitometry data were analyzed using unpaired “*t*” test. A *p* value of ≤0.05 was considered significant.

**Table 1:** Vehicle or Tetrahydrocannabinol (∆^9^-THC) treated chronic SIV-infected and uninfected rhesus macaques.

Animal ID	SIV Inoculum	Duration of Infection	Plasma Viral Loads 10^6^/mL	OPM Viral Loads 10^6^/mg RNA	Opportunistic Infections
**Chronic SIV-Infected and Vehicle Untreated (Group 1) for microRNA and gene expression studies**					
P763 #	SIVmac251	145	NA	3	ND
JJ71 # *	SIVmac239	148	NA	0.3	ND
JR60 # *	SIVmac251	180	NA	10	ND
JR15 # *	SIVmac251	180	NA	0.3	ND
KA05 # *	SIVmac251	90	NA	0.7	ND
JP38 # *	SIVmac251	180	NA	0.1	ND
JD59 # *	SIVmac251	150	NA	300	ND
IJ60 *	SIVmac251	180	NA	NA	ND
**Chronic SIV-Infected and Vehicle treated (Group 2) for Immunofluorescence studies**					
JH47 %	SIVmac251	180	2	NA	ND
JR36 %	SIVmac251	180	0.5	0.02	ND
JD66 %	SIVmac251	180	0.04	0.5	ND
**Chronic SIV-Infected and ∆^9^-THC treated (Group 3) for Immunofluorescence studies**					
JI45 # % *	SIVmac251	180	3	0.02	ND
JT80 # % *	SIVmac251	180	1	9	ND
IV90 # % *	SIVmac251	180	0.02	0.3	ND
**Uninfected Controls (Group 4) for microRNA and gene expression studies**					
JC65 # *	NA	NA	NA	NA	NA
GJ01 # *	NA	NA	NA	NA	NA
GK11 # *	NA	NA	NA	NA	NA
GK22 # *	NA	NA	NA	NA	NA
JD95 # *	NA	NA	NA	NA	NA

NA, not available, ND, none detected; # denotes animals used for microRNA expression studies; * denotes animals used for gene expression (RNA-seq) studies; % denotes animals used for *AGR2*, *WFDC2* and *TSC22D3* immunofluorescence studies.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/12/7/713/s1, Figure S1. SIV positive cells are considerably higher in OPM of VEH/SIV rhesus macaques: (A–C) triple labels with SIV gp120 (KK41 clone), CD3 and macrophage (CD163 in green). Note the relatively higher numbers of KK41/CD3 positive cells in VEH/SIV rhesus macaques (A–C) in the OPM lamina propria. In contrast, fewer SIV positive (KK41) CD3^+^ T cells were detected in the OPM of THC/SIV rhesus macaques (D,E). All panels are 40× magnification. Mild green (CD163) background staining was detected in the stratified squamous epithelium lining the OPM (B–H) and the salivary ducts (I). (G) A magnified image of a lymphoid follicle (boxed area in (c)) present in the OPM lamina propria of VEH/SIV-3 rhesus macaque. A magnified image of the OPM lamina propria of THC/SIV-3 (boxed area in (F)) shows fewer SIV positive (KK41) CD3^+^ T cells (H). Note the periductal KK41/CD3^++^ T cell infiltration (red arrow) of salivary gland in VEH/SIV-3 (I) confirming periductular sialadenitis. White arrow points to the large salivary duct. Figure S2. miR-29b may post transcriptionally regulate *AGR2* expression. Luciferase reporter vectors containing a single highly conserved miR-29b binding site (seed nucleotide region) on the rhesus macaque *AGR2* mRNA 3′ UTR or the corresponding construct with the binding sites deleted were co-transfected into HEK293 cells with 20 or 40 nM miR-29b or Negative control mimic. *Firefly* and *Renilla* luciferase activities were detected using the Dual-Glo luciferase assay system 96 h after transfection. Note a small (10%) but statistically significant reduction in *Firefly*/*Renilla* ratios following co-transfection of 20 nM but not 40 nM miR-29b mimic with a pmirGLO vector containing wild-type (WT) miRNA binding sites. Luciferase reporter assays were performed thrice in six replicate wells.

# Supplementary material for: Long Term Delta-9-tetrahydrocannabinol Administration Inhibits Proinflammatory Responses in Minor Salivary Glands of Chronically Simian Immunodeficieny Virus Infected Rhesus Macaques
**Source:** Viruses. 2020 Jul 1;12(7):713. doi: 10.3390/v12070713
**Supplement:** Supplementary file 1

Supplemental Table 1. List of Upregulated genes in OPM of VEH-untreated/SIV compared to control rhesus macaques

Gene Symbol	Gene Name	Control Read Count	VEH-untreated/SIV Read Count	Fold Change	P value
HLA-DQB1	MHC Class II Antigen HLA-DQ-Beta-1	1.0	273.4	272.9	2.12E-02
KLK6	Kallikrein Related Peptidase 6	51.4	934.0	18.2	6.79E-04
IFI44	Interferon Induced Protein 44	80.8	1405.4	17.4	3.56E-04
DDX60	DExD/H-Box Helicase 60	245.8	2922.5	11.9	2.97E-07
IL36A	Interleukin 36 alpha	322.4	3826.9	11.9	1.70E-02
IFI6	Interferon Alpha Inducible Protein 6	429.0	4935.3	11.5	3.33E-04
IFI44L	Interferon Induced Protein 44 Like	21.5	236.0	11.0	2.27E-05
DEFB103	Defensin-beta 103	67.8	712.1	10.5	2.81E-03
KLK9	Kallikrein Related Peptidase 9	45.9	446.1	9.7	1.22E-02
IFIT3	Interferon Induced Protein with Tetratricopeptide Repeats 3	114.9	988.7	8.6	8.73E-06
ISG15	Interferon-Stimulated Protein, 15 kDa	547.6	4382.2	8.0	1.50E-03
MX1	Myxovirus Resistance Protein 1	360.8	2588.3	7.2	1.09E-07
IFIT1	Interferon Induced Protein with Tetratricopeptide Repeats 1	82.4	421.9	5.1	8.17E-04
OAS2	2'-5'-oligoadenylate	133.6	657.4	4.9	1.47E-05
KLK8	Kallikrein Related Peptidase 8	403.0	1959.8	4.9	4.75E-03
DDX58	DExD/H-Box Helicase 58	163.8	779.2	4.8	2.10E-05
DHX58	DExH-Box Helicase 58	114.6	449.8	3.9	3.65E-08
BST2	Bone Marrow Stromal Antigen 2	462.7	1810.0	3.9	2.54E-03
OAS1	2'-5'-Oligoadenylate Synthetase 1	291.2	1133.8	3.9	9.38E-08
GBP2	Guanylate Binding Protein 2	449.1	1744.2	3.9	4.81E-03
ERO1A	Endoplasmic Reticulum Oxidoreductase 1 Alpha	3634.5	13291.6	3.7	4.41E-03
APOL2	Apolipoprotein L2	255.8	880.6	3.4	2.49E-02
EPSTI1	Epithelial Stromal Interaction 1	53.5	171.9	3.2	1.15E-02
BNIP3	BCL2 Interacting Protein 3	399.7	1224.1	3.1	2.49E-03
KLK7	Kallikrein Related Peptidase 7	259.0	766.4	3.0	1.73E-02
SLC26A9	Solute Carrier Family 26 Member 9	895.0	2597.3	2.9	1.08E-03
CD207	Langerhans Cell Specific C-Type Lectin	173.5	501.9	2.9	3.54E-02
IFIT5	Interferon Induced Protein with Tetratricopeptide Repeats 5	57.3	164.0	2.9	5.41E-03
OASL	2'-5'-Oligoadenylate Synthetase Like	55.1	156.3	2.8	9.78E-03
IFIH1	Interferon Induced with Helicase C Domain 1	280.6	762.9	2.7	2.05E-05
STAT1	Signal Transducer and Activator of Transcription 1	2335.1	6225.8	2.7	1.13E-05
MAMU-A3	major histocompatibility complex, class I, A	855.6	2262.5	2.6	3.13E-02
RNF213	Ring Finger Protein 213	1041.5	2750.7	2.6	6.36E-05
PTPRH	Protein Tyrosine Phosphatase Receptor Type H	502.5	1324.2	2.6	4.05E-02
PELI3	Pellino E3 Ubiquitin Protein Ligase Family Member 3	94.9	249.0	2.6	9.47E-05
DDX60L	DEAD-Box Helicase 60 Like	48.5	125.9	2.6	3.86E-04
CLDN17	Claudin 17	537.0	1338.3	2.5	4.81E-02
RBP1	Retinol binding protein 1	182.0	448.9	2.5	3.30E-03
GAL9	Galectin 9	267.8	654.1	2.4	3.82E-04
B2M	beta-2-microglobulin	10609.1	25778.0	2.4	4.88E-04
PARP14	Poly (ADP-Ribose) Polymerase Family Member 14	237.5	573.3	2.4	3.54E-04
S100A9	S100 Calcium Binding Protein A9	99397.7	239638.3	2.4	3.19E-03
KRT78	Keratin 78	20592.8	49484.0	2.4	2.68E-04
SAMD9L	Sterile Alpha Motif Domain Containing 9 Like	352.5	827.7	2.3	5.51E-03
YOD1	YOD1 Deubiquitinase	199.6	454.9	2.3	1.06E-03
COL1A1	Collagen Type I Alpha 1 Chain	337.1	759.8	2.3	4.72E-02
TGFA	Transforming growth factor alpha	178.3	401.0	2.2	7.47E-04
KIFC3	Kinesin Family Member C3	694.3	1545.5	2.2	3.87E-03
LPIN1	Lipin 1	651.0	1428.1	2.2	1.44E-02
TRIM22	Tripartite Motif Containing 22	759.9	1664.4	2.2	7.57E-03

Supplemental Table 2. List of Upregulated genes in OPM of THC/SIV compared to control rhesus macaques

Gene Symbol	Gene Name	Control<br>Read Count	THC/SIV<br>Read Count	Fold<br>Change	P value
IFI27	Interferon Alpha Inducible Protein 27	269.4	8048.0	29.9	2.19E-02
IFI44	Interferon Induced Protein 44	83.5	1743.7	20.9	1.15E-03
IFI44L	Interferon Induced Protein 44 Like	22.2	459.8	20.7	6.28E-04
DDX60	DExD/H-Box Helicase 60	254.0	3647.3	14.4	7.14E-04
ISG15	ISG15 Ubiquitin Like Modifier	565.4	6834.0	12.1	1.25E-02
IFI6	Interferon Alpha Inducible Protein 6	443.6	5353.9	12.1	2.55E-03
HERC6	HECT Domain and RCC1-Like Domain-Containing Protein 6	106.7	1247.5	11.7	2.97E-03
IFIT3	Interferon Induced Protein with Tetratricopeptide Repeats 3	118.7	1214.6	10.2	1.58E-02
XAF1	XIAP Associated Factor 1	23.8	184.0	7.7	6.47E-03
MX1	Myxoma Resistance Protein 1	372.7	2563.3	6.9	2.19E-02
DDX58	DExD/H-Box Helicase 58	169.3	983.6	5.8	6.76E-03
IFIT1	Interferon Induced Protein with Tetratricopeptide Repeats 1	85.2	487.4	5.7	2.48E-02
RSAD2	Radical S-Adenosyl Methionine Domain Containing 2	51.3	260.2	5.1	4.47E-03
IRF7	Interferon Regulatory Factor 7	187.9	886.1	4.7	1.77E-02
CMPK2	Cytidine/Uridine Monophosphate Kinase 2	41.8	180.9	4.3	1.60E-02
OAS1	2'-5'-Oligoadenylate Synthetase 1	300.8	1063.7	3.5	3.16E-03
DHX58	DExH-Box Helicase 58	118.4	413.8	3.5	5.04E-03
GZMK	Granzyme K	59.1	166.0	2.8	1.70E-02
TRIM22	Tripartite Motif Containing 22	786.1	2204.6	2.8	2.23E-02
IFIH1	Interferon Induced with Helicase C Domain 1	289.9	800.6	2.8	1.76E-02
DDX60L	DExD/H-Box 60 Like	50.2	123.4	2.5	4.54E-03
STAT1	Signal Transducer And Activator Of Transcription 1	2412.0	5690.6	2.4	2.14E-02
PPM1K	Protein Phosphatase, Mg2+/Mn2+ Dependent 1K	299.8	701.3	2.3	1.81E-03
TRIM14	Tripartite Motif Containing 14	275.5	640.8	2.3	4.28E-03
GBP2	Guanylate Binding Protein 2	464.1	1042.7	2.2	1.15E-02
LGALS9A	Galectin 9	276.7	620.6	2.2	5.60E-03
TRIM5	Tripartite Motif Containing 5	331.1	712.0	2.2	3.42E-02
PHTF2	Putative Homeodomain Transcription Factor 2	399.4	854.5	2.1	1.17E-02
HELZ2	Helicase with Zinc Finger 2	264.6	560.4	2.1	3.74E-02
SLFN5	Schlafen Family Member 5	599.8	1229.7	2.1	1.77E-02
PARP12	Poly (ADP-Ribose) Polymerase Family Member 12	258.1	528.2	2.0	6.81E-03
SCML1	Scm Polycomb Group Protein Like 1	116.5	236.0	2.0	4.61E-02
PARP14	Poly (ADP-Ribose) Polymerase Family Member 14	245.4	495.4	2.0	4.37E-02
KSR1	Kinase Suppressor of Ras 1	638.8	1264.6	2.0	3.59E-02
ADM	Adrenomedullin	105.8	208.7	2.0	1.96E-02
CHPT1	Choline Phosphotransferase 1	4771.3	9390.5	2.0	2.91E-02
LRRC17	Leucine Rich Repeat Containing 17	98.5	190.4	1.9	1.67E-02
B2M	Beta-2-Microglobulin	10966.5	21159.0	1.9	1.26E-02
CEP85	Centrosomal Protein 85	355.1	679.3	1.9	4.77E-02
TIGAR	TP53 Induced Glycolysis Regulatory Phosphatase	366.2	695.6	1.9	1.46E-02
SAMD9L	Sterile Alpha Motif Domain Containing 9 Like	364.1	689.4	1.9	4.46E-02
APOL2	Apolipoprotein L2	264.5	499.1	1.9	1.58E-02
RNF213	Ring Finger Protein 213	1076.5	2024.7	1.9	2.10E-02
PHACTR2	Phosphatase And Actin Regulator 2	817.9	1536.1	1.9	1.85E-02
ABHD18	Abhydrolase Domain Containing 18	118.5	220.2	1.9	3.10E-02
RND3	Rho Family GTPase 3	4102.4	7479.3	1.8	1.53E-02
ARIH1	Ariadne RBR E3 Ubiquitin Protein Ligase 1	615.3	1101.4	1.8	4.89E-02
SNX24	Sorting Nexin 24	444.1	777.2	1.8	3.93E-02
UBL3	Ubiquitin Like 3	836.9	1454.2	1.7	4.68E-02
ESPL1	Extra Spindle Pole Bodies Like 1, Separase	249.1	430.8	1.7	4.03E-02

Supplemental Table 3. List of downregulated genes in OPM of VEH-untreated/SIV compared to control rhesus macaques

Gene Symbol	Gene Name	Control Read Count	VEH-untreated/SIV Read Count	Fold Change	P value
CHST4	Carbohydrate Sulfotransferase 4	245.6	80.1	-3.1	1.31E-05
SLC44A4	Solute Carrier Family 44 Member 4	308.7	102.4	-3.0	4.73E-03
AGR2	Anterior gradient 2, Protein Disulphide Isomerase Family Member	2465.5	880.7	-2.8	2.27E-05
AOX1	Aldehyde Oxidase 1	308.8	110.5	-2.8	2.49E-02
ABCC9	ATP Binding Cassette Subfamily C Member 9	109.8	40.7	-2.7	4.57E-03
NKX3-1	NK3 Homeobox 1	493.4	188.6	-2.6	2.56E-02
C4BPA	Complement Component 4 Binding Protein Alpha	249.0	95.9	-2.6	1.12E-02
TMC5	Transmembrane Channel Like 5	378.8	149.8	-2.5	4.80E-03
SEL1L3	SEL1L Family Member 3	545.3	217.5	-2.5	4.67E-02
S100A1	S100 Calcium Binding Protein A1	676.5	272.3	-2.5	5.18E-05
ABCA4	ATP Binding Cassette Subfamily A Member 4	137.6	57.4	-2.4	1.10E-02
WFDC2	WAP Four-Disulfide Core Domain 2	1377.6	583.7	-2.4	1.33E-02
FOLR1	Folate Receptor 1	225.7	99.3	-2.3	6.35E-04
TRPV4	Transient Receptor Potential Cation Channel Subfamily V Member 4	120.2	53.0	-2.3	1.53E-02
GOLM1	Golgi Membrane Protein 1	1255.0	571.0	-2.2	3.01E-03
MEF2C	Myocyte Enhancer Factor 2C	494.7	228.1	-2.2	4.86E-02
ARHGAP24	Rho GTPase Activating Protein 24	137.6	63.9	-2.2	2.33E-03
ZNF177	Zinc Finger Protein 177	156.3	72.8	-2.1	8.10E-03
CP	Ceruloplasmin	181.8	85.4	-2.1	3.18E-02
SYBU	Syntabulin	224.9	106.4	-2.1	1.22E-02
CDH11	Cadherin 11	263.2	125.6	-2.1	8.29E-04
TENT5C	Terminal Nucleotidyltransferase 5C	254.4	125.5	-2.0	4.77E-02
CREB3L4	CAMP Responsive Element Binding Protein 3 Like 4	140.2	70.0	-2.0	3.17E-03
KIAA1324	Estrogen-Induced Gene 121 Protein	552.5	277.8	-2.0	4.52E-02
KCNMA1	Potassium Calcium-Activated Channel Subfamily M Alpha 1	387.1	198.1	-2.0	1.41E-02
CMAH	CMP-N-Acetylneuraminic Acid Hydroxylase	373.5	191.2	-2.0	1.60E-03
UCHL1	Ubiquitin C-Terminal Hydrolase L1	145.2	74.5	-1.9	6.99E-03
PRR15L	Proline Rich 15 Like	170.9	88.7	-1.9	3.84E-02
CDCA7L	Cell Division Cycle Associated 7 Like	214.8	113.4	-1.9	3.04E-02
LRIG1	Leucine Rich Repeats and Immunoglobulin Like Domains 1	485.8	259.4	-1.9	5.86E-03
SERPINE2	Serpin Family E Member 2	306.0	164.6	-1.9	3.52E-02
TMEM45A	Transmembrane Protein 45A	174.3	95.0	-1.8	1.76E-02
ZFX	Zinc Finger Protein X-Linked	235.2	128.4	-1.8	6.76E-03
SLC22A17	Solute Carrier Family 22 Member 17	343.9	189.7	-1.8	6.41E-03
RGS16	Regulator of G Protein Signaling 16	215.7	122.2	-1.8	1.53E-02
ARSD	Arylsulfatase D	151.6	87.1	-1.7	3.55E-02
IQGAP2	IQ Motif Containing GTPase Activating Protein 2	310.6	180.9	-1.7	1.42E-02
MFSD4A	Major Facilitator Superfamily Domain Containing 4A	348.1	203.4	-1.7	2.70E-02
PDGFC	Platelet Derived Growth Factor C	192.1	113.3	-1.7	1.94E-02
ZNF608	Zinc Finger Protein 608	225.6	133.4	-1.7	1.12E-02
BCL6	B-Cell Lymphoma 6 Protein	910.7	540.5	-1.7	1.41E-02
FGF7	Fibroblast Growth Factor 7	161.0	96.3	-1.7	4.24E-02
FKBP5	FKBP Prolyl Isomerase 5	291.4	177.5	-1.6	3.26E-02
TSC22D3	Glucocorticoid-Induced Leucine Zipper Protein	1514.3	927.0	-1.6	2.09E-02
ANO1	Anoctamin 1	239.6	146.8	-1.6	2.28E-02
RNASE4	Ribonuclease A Family Member 4	2701.9	1667.4	-1.6	4.98E-02
MAGED1	MAGE Family Member D1	587.5	376.9	-1.6	4.57E-02
CAT	Catalase	981.2	636.0	-1.5	2.62E-02
CERK	Ceramide Kinase	604.8	392.1	-1.5	2.83E-02
PC	Pyruvate Carboxylase	297.4	194.4	-1.5	4.71E-02

Supplemental Table 4. List of downregulated genes in OPM of THC/SIV compared to control rhesus macaques

Gene Symbol	Gene Name	Control Read Count	THC/SIV Read Count	Fold Change	P value
NRAP	Nebulin Related Anchoring Protein	732.1	11.4	-64.3	1.86E-02
TPM1	Tropomyosin 1	1657.2	374.5	-4.4	2.15E-02
GOLM1	Golgi Membrane Protein 1	1296.6	490.4	-2.6	2.48E-02
HSPB7	Heat Shock Protein Family B (Small) Member 7	182.5	3.9	-46.7	2.88E-03
PFKM	Phosphofructokinase, Muscle	752.8	374.0	-2.0	3.42E-02
PGAM1	Phosphoglycerate mutase 1	305.3	13.1	-23.2	1.85E-02
GAMT	Guanidinoacetate N-Methyltransferase	180.9	91.1	-2.0	4.77E-02
MMP7	Matrix Metalloproteinase 7	154.7	52.5	-2.9	2.44E-02
TNNI2	Troponin I2, Fast Skeletal Type	1662.5	100.4	-16.6	4.39E-02
MLF1	Myeloid Leukemia Factor 1	125.0	19.1	-6.5	2.63E-02
MB	Myoglobin	3126.5	53.9	-58.0	1.98E-02
SYNM	Synemin	256.3	102.5	-2.5	4.96E-02
CP	Ceruloplasmin	187.6	56.7	-3.3	5.23E-03
RGS16	Regulator of G Protein Signaling 16	222.9	81.1	-2.7	2.10E-03
SMARCD3	SWI/SNF Related, Matrix Associated, Actin Dependent Regulator of Chromatin, Subfamily D, Member 3	142.1	57.4	-2.5	1.38E-02
CKMT2	Creatine Kinase, Mitochondrial 2	194.8	8.5	-22.9	9.46E-03
CYB5R1	Cytochrome B5 Reductase 1	165.1	62.0	-2.7	1.88E-02
FHL1	Four and A Half LIM Domains 1	3395.6	820.3	-4.1	2.33E-02
NEB	Nebulin	1108.3	19.9	-55.7	2.83E-03
LMOD3	Leiomodin 3	167.7	3.3	-50.7	8.06E-03
SYNPO2	Synaptopodin 2	187.2	19.1	-9.8	3.74E-02
TTN	Titin	2823.0	64.3	-43.9	6.73E-03
CUEDC1	CUE Domain Containing 1	268.7	136.7	-2.0	3.90E-02
TRDN	Triadin	201.3	2.9	-70.4	7.92E-03
MYH8	Myosin Heavy Chain 8	321.3	12.1	-26.6	3.08E-02
MYH1	Myosin Heavy Chain 1	2232.5	2.0	-1099.6	2.83E-03
MYH2	Myosin Heavy Chain 2	4599.1	18.2	-252.1	5.50E-03
FOLR1	Folate Receptor Alpha	233.2	112.1	-2.1	3.39E-02
RERG	RAS Like Estrogen Regulated Growth Inhibitor	302.7	147.8	-2.0	3.28E-02
MYL1	Myosin Light Chain 1	1422.2	9.0	-157.3	4.25E-04
ENO3	Enolase 3	1609.9	31.1	-51.8	4.85E-03
XIRP2	Xin Actin Binding Repeat Containing 2	315.2	12.4	-25.4	6.35E-03
TMC5	Transmembrane Channel Like 5	391.5	117.9	-3.3	8.46E-03
CKM	Creatine Kinase, M-Type	2831.9	22.5	-126.0	4.61E-03
MYOZ1	Myozenin 1	868.4	8.1	-107.5	4.76E-03
LTF	Lactotransferrin	319.4	55.8	-5.7	3.94E-02
CYBA	Cytochrome B-245 Alpha Chain	456.1	244.4	-1.9	4.00E-02
NGFR	Nerve Growth Factor Receptor	215.5	106.8	-2.0	3.28E-02
PDLIM3	PDZ And LIM Domain 3	725.1	165.2	-4.4	3.10E-02
TPM2	Tropomyosin 2	2373.0	120.7	-19.7	2.15E-02
MYOT	Myotilin	366.0	5.3	-68.8	9.62E-03
RASSF4	Ras Association Domain Family Member 4	233.9	70.2	-3.3	6.35E-04
DES	Desmin	1423.1	44.9	-31.7	3.75E-03
CREB3L1	CAMP Responsive Element Binding Protein 3 Like 1	272.1	116.5	-2.3	4.22E-02
TGM2	Transglutaminase 2	211.0	59.2	-3.6	2.89E-02
SFRP1	Secreted Frizzled Related Protein 1	461.9	248.6	-1.9	3.76E-02
CSRP3	Cysteine And Glycine Rich Protein 3	200.9	2.2	-93.1	2.16E-02
ACTN2	Actinin Alpha 2	298.8	8.0	-37.1	2.66E-02
CMYA5	Cardiomyopathy Associated 5	675.1	36.8	-18.3	1.99E-02
APOBEC2	Apolipoprotein B mRNA Editing Enzyme Catalytic Subunit 2	382.0	4.6	-83.9	1.42E-02

Supplemental Table 5. List of Upregulated genes in OPM of VEH-untreated/SIV compared to THC/SIV rhesus macaques

Gene Symbol	Gene Name	VEH-untreated/SIV<br>Read Count	THC/SIV<br>Read Count	Fold<br>Change	P value
RBP1	Retinol Binding protein 1	426.8	194.6	2.2	3.40E-02
SAMHD1	SAM Domain And HD Domain-Containing Protein 1	664.8	384.7	1.7	4.84E-02
PELI3	Pellino E3 Ubiquitin Protein Ligase Family Member 3	237.0	137.6	1.7	2.69E-02
IL4R	Interleukin 4 Receptor	951.9	479.6	2.0	1.73E-02
PAPSS2	3'-Phosphoadenosine 5'-Phosphosulfate Synthase 2	1471.9	804.6	1.8	9.87E-03
ICAM4	Intercellular Adhesion Molecule 4	38.9	13.8	2.8	3.19E-02
PXDC1	PX Domain-Containing Protein 1	237.7	146.5	1.6	4.15E-02
NSUN7	NOP2/Sun RNA Methyltransferase Family Member 7	225.5	120.2	1.9	2.10E-02
WFDC5	WAP Four-Disulfide Core Domain 5	116.4	17.2	6.8	5.27E-03
KLK6	Kallikrein Related Peptidase 6	891.2	64.6	13.8	9.54E-03
THEM4	Thioesterase Superfamily Member 4	143.2	85.7	1.7	4.41E-02
ICAM1	Intercellular Adhesion Molecule 1	259.0	109.8	2.4	2.79E-02
CD93	Complement Component C1q Receptor	90.6	39.2	2.3	1.79E-02
SLCO4A1	Solute Carrier Organic Anion Transporter Family Member 4A1	247.8	148.3	1.7	4.52E-02
SOC3	Suppressor of cytokine signaling 3	50.3	12.6	4.0	2.95E-02
TMPRSS11F	Transmembrane Serine Protease 11F	426.8	218.0	2.0	1.22E-02
AGPAT2	1-Acylglycerol-3-Phosphate O-Acyltransferase 2	1450.1	829.6	1.7	4.16E-02

Supplemental Table 6. List of Downregulated genes in OPM of VEH-untreated/SIV compared to THC/SIV rhesus macaques

Gene Symbol	Gene Name	VEH-untreated/SIV<br>Read Count	THC/SIV<br>Read Count	Fold<br>Change	P value
SYT8	Synaptotagmin 8	57.3	266.2	-4.6	1.93E-02
KATNAL1	Katanin Catalytic Subunit A1 Like 1	16.0	33.5	-2.1	4.67E-02
CFAP53	Cilia And Flagella Associated Protein 53	13.1	33.8	-2.6	3.01E-02
ZNF680	Zinc Finger Protein 680	35.8	70.4	-2.0	3.98E-02
ZNF837	Zinc Finger Protein 837	13.6	31.1	-2.3	4.28E-02
SNCAIP	Synuclein Alpha Interacting Protein	19.6	38.2	-2.0	4.79E-02
SCML1	Scm Polycomb Group Protein Like 1	117.9	217.9	-1.8	4.28E-02
PAPPA	Pappalysin 1	19.0	43.2	-2.3	1.80E-02
SPHKAP	SPHK1 Interactor, AKAP Domain Containing	27.3	75.9	-2.8	6.24E-03
MPP3	Membrane Palmitoylated Protein 3	17.6	42.1	-2.4	1.94E-02
ZNF177	Zinc Finger Protein 177	69.2	158.2	-2.3	1.07E-02
STYXL1	Serine/Threonine/Tyrosine Interacting Like 1	19.1	71.9	-3.8	1.18E-04
CYP2A23	Cytochrome P450 Family 2 Subfamily A Member 23	165.6	720.0	-4.3	2.94E-02
BAIAP3	BAI1 Associated Protein 3	37.7	81.4	-2.2	1.06E-02
SLC2A12	Solute Carrier Family 2 Member 12	54.8	110.7	-2.0	4.67E-02
NRBP2	Nuclear Receptor Binding Protein 2	23.9	45.7	-1.9	3.79E-02
RASSF10	Ras Association Domain Family Member 10	169.1	370.7	-2.2	4.52E-02

How the deposited data were processed for this re-analysis (not part of the article)

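The RNA-seq experiment measured RNA with a poly(A) tail in the oropharyngeal mucosa (OPM) of 15 male Indian rhesus macaques, taken at necropsy: 5 uninfected controls, 7 SIV-infected animals without THC or vehicle (VEH-untreated/SIV) and 3 SIV-infected animals given THC (THC/SIV), with a single library per animal and no technical replicates. Condition, days of infection and viral load of each animal were taken from the paper's Table 1 and the sample labels; IJ60 has no viral load there. The animals are separate individuals in each group, so no pairing was used. The immunofluorescence, the microRNA arrays and the luciferase assays of the paper were not analysed here.

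The submitters' notes name bcl2fastq 2.19 and fastp 0.12.2 for making and filtering the reads, while the paper names the provider's own perl programs for removing adapters, unknown bases and reads of a quality under 20, and does not mention fastp; by the paper, TopHat2 aligned them to a rhesus macaque genome and HTSeq made the read counts per gene (the versions of TopHat2 and HTSeq are not given in the sources used here). The deposited counts are whole numbers without normalization, a column per animal, in 3 tables of 30246 genes, a table per comparison. The authors also computed FPKM values per animal from the counts, a gene length and the library total; for 58.58% to 61.63% of genes per animal the FPKM equals that quotient within 0.1%, and FPKM was not used here. Per comparison, the deposited tables further hold the signal of each group (the mean of the counts after the authors' size-factor normalization with DESeq), the log2 ratio of these means, an unadjusted p-value and an adjusted p-value from the authors' DESeq test, and the authors' call, which is an unadjusted p-value under 0.05 for every called gene. Of these, only the values said to come from the authors' deposited table are printed. The counts of an animal that stands in 2 tables were compared, and 0 values differed. The tables name no genome assembly, so positions are given as they stand there and may be of another build than the one the paper's Methods name, and the reference list at hand was used for gene names alone.

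Of the 30246 genes, all of which have macaque gene IDs, 17726 carry a name in the tables; of the other 12520, 759 were named by gene ID from the reference list and 80 from the NCBI gene number in their description. A symbol is held by more than 1 gene ID in 187 cases, 4 list members stand under another symbol, and 7370 genes have no count in any library.

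Depth was 12687750 to 21117144 counts per library, with 17524 to 18888 genes with a count in the controls, 16984 to 17898 in VEH-untreated/SIV and 16257 to 18843 in THC/SIV animals. The mitochondrial share of the counts was 0.532% to 11.9%, 4.41% to 17.9% and 6.58% to 9.42% in the same order, and the 10 most counted genes held 18.3% to 28.3%. Duplicated libraries were looked for in all 105 pairs by the mean chi-square per gene of counts scaled to a common total; it would be near 1 for the same RNA sequenced again, and the smallest value was 43.4 (GK22 and IV90; median 133).

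Each comparison (VEH-untreated/SIV against Control, THC/SIV against Control, VEH-untreated/SIV against THC/SIV) was fitted on the libraries of its 2 groups with edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, estimateDisp, glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. Standard errors of log2 fold changes are the fold change divided by the square root of F. Levels per animal are CPM with TMM factors over all 15 libraries, and mean log2 levels of lists use a prior count of 2. For each named gene, and for the mean log2 level of each list, groups were also compared with an exact permutation test of the difference in means over all splits of the animals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these tests and the figures. The paper's thresholds (p under 0.05 and an absolute log2 fold change over 1.5) were applied to the same fits without adjustment, with the fold limit read as a fold over 1.5 and as a log2 fold change over 1.5, and without it.

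The 38 gene lists (748 genes, 596 of them in the tables) were fixed before the deposited counts were examined, but after the paper's results on these animals had been seen. The 36 lists with at least 4 measured members were tested in each comparison with camera (limma 3.58.1) at its preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists. The tested lists are type I interferon, interferon-γ and antigen presentation, RIG-I-like receptor, Toll-like receptor, IL-1 family, NFκB inflammation, chemokines, alarmins and antimicrobial peptides, serine peptidases, matrix metalloproteinases, lipid biosynthesis, adherens junction, autophagy, hypoxia, antioxidant, endoplasmic reticulum stress, glucocorticoid targets, circadian, cell cycle, immediate early stress, endocannabinoid, squamous differentiation, basal epithelium, salivary gland, skeletal muscle, smooth muscle, T and NK cells, B and plasma cells, macrophages, neutrophils, Langerhans and dendritic cells, endothelium, fibroblasts and matrix, adipocytes, Schwann cells and nerve, and ciliated cells; mast cell and erythroid lists had too few measured members. Mean log2 levels were compared for 37 lists, the mast cell list among them with 4 members that have counts, and the exact permutation p of these means was adjusted over those lists. Genes are named by a rule also fixed before. It takes every gene the paper names for RNA-seq and, per list and comparison, the 4 members with the smallest p. Per comparison it also takes the 10 genes with the largest log2 fold change in each direction. These must have a symbol, an adjusted p under 0.05, a mean normalized count (scaled to a common library size) of at least 10 and no overlap between groups. The values of the genes in Tables S1 to S6 had been seen before this rule was written, and the further genes given belong to those tables, to the most abundant of a list or to those marked where they stand; the values of 1 gene are not reported here.

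Alternatives set before were DESeq2 1.42.0 with its own size factors, filter and Wald test, no filter on low counts, 1 fit of all 15 libraries, scaling without skeletal muscle genes, the skeletal muscle or the salivary gland level as a covariate, each animal left out in turn, and every set of 3 of the 7 VEH-untreated/SIV animals against the controls. Leaving out JD95 and JJ71 together and leaving out mitochondrial genes were added after the values had been seen, as were the mean levels of lists with each animal left out, the sets of 3 without GK11 and the pairs of VEH-untreated/SIV animals beside THC/SIV without IV90. For genes higher in both infected groups against the same controls, the overlap was set beside 20 simulations in which the infected groups were drawn like the controls, and beside splits of the controls between the comparisons. For each comparison up to 100 splits of the animals into groups of the same sizes, the real one among them, were fitted the same way. The fits were tested on simulated data with known changes: at an adjusted p under 0.05, genes changed 2-fold were recovered in 34% for VEH-untreated/SIV against Control, 6.06% for THC/SIV against Control and 16.2% for VEH-untreated/SIV against THC/SIV, and genes changed 4-fold in 84.8% for VEH-untreated/SIV against Control, 58.2% for THC/SIV against Control and 63.6% for VEH-untreated/SIV against THC/SIV. Of unchanged genes 4.70% to 4.89% had an unadjusted p under 0.05. Each gene was drawn on its own there, without differences that genes share across animals, so these shares may not hold in the real libraries.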

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

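In this part, the test of whether JD95 and JJ71 held more mitochondria was chosen only after the result was seen. T and NK cell genes were highest in IJ60, at a mean log2 level of 4.42 against 1.50 to 2.65 in the other VEH-untreated/SIV animals. TSC22D3 was at 134 CPM in the control JC65 (78.7 to 91.0 in the other controls), NR1D1 at 28.0 CPM in the control GJ01 (6.07 to 9.35), and SOCS3 at 0.153 CPM in JR60 (1.65 to 6.68 in the other VEH-untreated/SIV animals). The adherens junction genes had a mean log2 level of 7.10 in JC65 (7.57 to 7.76 in the other controls), and the autophagy genes of 5.41 in GK11 (4.98 to 5.08). Mitochondrial genes held 0.532% of the counts in the control GK11 and 8.81% to 11.9% in the other controls. In GK11 8 of the 13 mitochondrial messenger RNA genes were under 10 CPM, where the other libraries had no more than 1. Each of these animals, and those of the next paragraph, lay farther from its group than Dixon's critical value allows; of 146 groups of values tested, 9 had such an animal, where chance gives about 1 in 20, 7.30 here.

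Mitochondrial ribosomal RNA was at 20638 CPM in the control JD95 (756 to 1535 in the other controls) and at 35610.0 CPM in the VEH-untreated/SIV animal JJ71 (615 to 2299 in the others of its group). More mitochondria in these tissue pieces would raise ribosomal and messenger RNA of mitochondria alike, but the ratio of ribosomal to messenger RNA in JJ71, the lower of the 2 libraries, was 1.31 times the highest of the other 13 (that of GK11), which argues against it. RNA without a poly(A) tail kept in these libraries may be the source: histone messages, which lack the tail, would then be high too, but the 3 measured histone genes are near the floor, and their median log2 level in JD95, -0.190, lay within the -0.696 to 1.53 of the other 13 libraries, -0.174 from their median, so this cannot be told apart from other sources. The paper names a kit for isolating the RNA, but neither the sequencing batch nor the extraction batch of each library is given in the sources used here. No biological explanation other than the amount of mitochondria was tested. Without JD95 and JJ71, edgeR called 18 genes higher and 0 lower in VEH-untreated/SIV animals (at an unadjusted p under 0.05, 680 and 639; DESeq2 was run on all animals), and without mitochondrial genes 34 and 2.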

How the results depend on the processing

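Leaving out JD95 and JJ71, and leaving out mitochondrial genes, were chosen only after the result was seen. The counts of genes higher and lower in VEH-untreated/SIV animals (34 and 2) were 168 and 37 by DESeq2, 32 and 1 without a filter, 6 and 0 in 1 fit of all 15 libraries, 23 and 0 with the salivary gland covariate, 18 and 0 without JD95 and JJ71, and 4 and 0 as the median over sets of 3 animals. With each animal left out in turn they ran from 0 to 70 and from 0 to 2: JC65 0, GK22 4, JD95 5, GJ01 9, IJ60 18, KA05 21 and GK11 70 higher. At an unadjusted p under 0.05 they were 751 and 505, with a fold over 1.5 531 and 343, and with an absolute log2 fold change over 1.5 96 and 73. For THC/SIV against Control (1 and 0 by edgeR) they were 29 and 50 by DESeq2, 2 and 0 in 1 fit, 0 and 0 with either covariate, 0 to 20 and 0 to 18 with each animal left out (20 and 18 without IV90, 1 and 0 without JD95 and 0 and 0 without any other), 252 and 395 at an unadjusted p under 0.05, 199 and 340 with a fold over 1.5 and 59 and 219 with the log2 limit. For VEH-untreated/SIV against THC/SIV (0 and 0 by edgeR and with each animal left out) they were 3 and 0 by DESeq2, 161 and 69, 143 and 55, and 86 and 15 at the same 3 thresholds. More genes pass a looser threshold, and fewer animals give less power; beyond that the cause was not tested. Of AGR2, WFDC2 and TSC22D3, AGR2 (log2 -1.49) and TSC22D3 (-0.71) passed in VEH-untreated/SIV animals by DESeq2 alone (the cause was not tested), and no alternative turned the direction of the 3 genes against Control. Between the infected groups it did turn, from -0.33 for AGR2 to 0.0856 with the salivary gland covariate and 1.88 without IV90 (-0.88 to 1.88 over single animals), and from 0.08 for WFDC2 to -0.0181 with the muscle covariate, -0.02 without KA05, -0.04 without JD59, -0.10 without JR15, -0.29 without JT80 and -0.39 without JI45 (-0.39 to 1.67 over single animals); the cause was not tested. APOBEC2 with THC turned from -6.51 to 0.98 with the muscle covariate, and with the salivary gland covariate BNIP3 from 2.27 to -0.14, SCML1 in VEH-untreated/SIV animals from 0.12 to -0.12 and BST2 with THC from 2.10 to -0.00992; a covariate by its construction removes what follows the level of that tissue. The lists higher and lower by camera were 14 and 5 in VEH-untreated/SIV, 8 and 6 in THC/SIV animals and 11 and 0 between them; with an estimated correlation they were 4 and 0, 0 and 0, and 0 and 0, and by fry 5 and 0, 0 and 0, and 0 and 0. An estimated correlation by its construction counts genes that move together across animals as fewer independent genes; for fry the cause was not tested. Of the other named genes' values under the alternatives, 2008 kept their direction and side of the threshold, 121 lost and 51 gained a call with the same direction. By Pearson's r the relations with viral load kept their direction and stayed above 0.05 without the farthest 2 animals and in VEH-untreated/SIV animals alone; by Spearman's rho MX1 passed in VEH-untreated/SIV animals alone (0.841, exact permutation p = 0.0444, not adjusted for the number of relations tested). No paired analysis was possible because the animals of the groups are different individuals, and a pseudocount alternative does not apply to counts. Depth limits genes of few counts: the filter kept 14404, 14750 and 14659 of 30246 genes in the 3 comparisons.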

Differences from the paper's values

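The counts here are at the thresholds the paper states, an unadjusted p under 0.05 with an absolute log2 fold change over 1.5, unless said otherwise, and the alternatives named are those set before the data were examined. For genes higher in VEH-untreated/SIV animals the paper's value is 461, and here it was 96. With the limit read as a fold over 1.5 it was 531, within 1.5 times the paper's; it stayed apart without a fold limit (751), by DESeq2 (173), without a filter (269), in 1 fit of all 15 libraries (112), with scaling without muscle genes (96), with the muscle or salivary gland covariate (91 and 83) and with each animal left out (80 to 148). For genes lower in VEH-untreated/SIV animals the paper's value is 321, and here it was 73; it came within 1.5 times the paper's with a fold over 1.5 (343) and without a filter (471), and not without a fold limit (505), by DESeq2 (200), in 1 fit (103), with the other scaling (73), with either covariate (99 and 201) or with an animal left out (50 to 199). For genes higher in THC/SIV animals the paper's value is 132, and here it was 59; it came within 1.5 times the paper's by DESeq2 (88), without a filter (197), with the muscle covariate (164), without GK11 (99) and without IV90 (104). It did not with a fold over 1.5 (199), without a fold limit (252), in 1 fit (67), with the other scaling (59), with the salivary gland covariate (25) or without any of the other animals (49 to 69). The paper's reduction in the number of higher genes with THC is 3.5-fold, and the ratio here was 1.63; it was within 1.5 times the paper's with a fold over 1.5 (2.67) and without a fold limit (2.98) and with the salivary gland covariate (3.32). With the log2 limit kept, it was not by DESeq2 (1.97), without a filter (1.37), in 1 fit (1.67) or with the other scaling (1.63). Nor was it with an animal left out (0.923 to 2.02). It fell below 1 with the muscle covariate (0.555) and without IV90 (0.923), where THC/SIV animals had the more genes. At an unadjusted p under 0.05 without a fold limit, as the authors called genes, DESeq2 had 960 genes higher in VEH-untreated/SIV and 311 in THC/SIV animals. At that threshold the counts were 919 and 390 without a filter, 740 and 274 in 1 fit, and 926 and 1278 with the muscle covariate. Without IV90 they were 751 and 670. The paper sets 3.5 beside its annotated counts, 362 and 83, which give 4.36, while its full counts, 461 and 132, do lie near 3.5. In the authors' deposited table the called genes are those with an unadjusted p under 0.05; in the comparison of VEH-untreated/SIV with Control 546 of them have an absolute log2 fold change of 1.5 or less and 27 an adjusted p under 0.05, and for THC/SIV 124 and 1. For MX1 in IJ60 the paper gives interferon-stimulated genes a ratio to the controls of up to 3.5, and here it was 7.39; no alternative was set for this value.

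Of 32 calls of single genes that the paper states for RNA-seq, all 32 had the paper's direction, 27 at an unadjusted p under 0.05 (not IL1A, CREB3L1, CYP2A23, SLC2A12 and, between the infected groups, PELI3). At an adjusted p under 0.05 edgeR called 1 of them, PELI3 in VEH-untreated/SIV animals, and DESeq2 11: in VEH-untreated/SIV animals IL1RN, PELI3, BST2, IL36A, S100A9, DEFB103A, STAT2, MYD88 and SEC14L1 higher and AGR2 and TSC22D3 lower. IL1RN was also called without GK11, MYD88 with the salivary gland covariate and CREB3L1 without IV90, and 20 were called by no setting. MIR21, which the paper also reports as raised by RNA-seq, is not among these 32. It had a positive log2 fold change in VEH-untreated/SIV animals and did not pass by edgeR, as given above. The paper states that MYD88, BST2 and STAT2 were raised in VEH-untreated/SIV animals alone, as part of 11 genes; all 11 had positive log2 fold changes with THC, 3 of them, these 3, at an unadjusted p under 0.05 and 0 at an adjusted p by edgeR, and none differed between the infected groups at an exact permutation p under 0.05. The other genes of that group did not pass with THC at either p, as the paper says. The log2 fold changes of the 3 with THC were 0.68, 2.10 and 0.61 (for BST2 -0.00992 with the salivary gland covariate), and the difference between the infected groups did not pass (exact permutation p = 0.367, 0.833 and 0.483). The paper states that PPM1K, TIGAR, GZMK and SCML1 were raised with THC alone, from calls against the controls. Against the controls VEH-untreated/SIV animals had log2 fold changes of 0.71, 0.41, 1.94 and 0.12, of which 1 (GZMK) had an unadjusted p under 0.05. In a direct comparison of the infected groups, which that statement does not make, the exact permutation p was 0.2, 0.0667, 0.817 and 0.0333, so of the 4 genes SCML1 alone was under 0.05. For PGAM1 Table S4 gives a fold of 23.2 lower with THC, and under that name the controls here were at 0.999 times the THC/SIV animals; no alternative was set for this value, and the gene meant in the table is uncertain. It also states that AGR2, WFDC2 and TSC22D3 were not lower with THC, but they had log2 fold changes of -1.17, -1.33 and -0.47 against the controls, with adjusted p = 0.926 for each by edgeR. The heading of the paper's RNA-seq results says that interferon signaling rose in VEH/SIV and not in THC/SIV animals, while its Table S2 lists interferon genes as higher with THC. Here the type I interferon genes had a median log2 fold change of 1.49 in VEH-untreated/SIV and 1.47 in THC/SIV animals. With THC, 0 of 41 passed over all genes by edgeR. The list passed camera with THC at its preset correlation and not with an estimated one (adjusted p = 3.58e-56 and 0.133).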

Other observations

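In this part, the tests of a weaker interferon response, of a weaker alarmin and serine peptidase response, of muscle, of groups of like size without GK11 or IV90 and of the salivary gland relations were chosen only after the result was seen. Genes that interferon-γ switches on were higher as a set in VEH-untreated/SIV animals by camera at its preset correlation, but not with an estimated one. GBP2, a GTPase against microbes, had a log2 fold change of 1.94 (standard error 0.40, adjusted p = 0.0995) against the uninfected controls and B2M, the light chain of class I molecules, 1.26 (standard error 0.28, adjusted p = 0.12), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IRF1, a transcription factor of this response, had 0.92 (standard error 0.28), and it was among the 9 of 16 genes of this list that were higher when adjusted over the list alone, against 0 by edgeR over all genes (9 at an unadjusted p under 0.05 and 2 by DESeq2). GZMA, a protease of killer cells, had 2.06 (standard error 0.56), and CD8A, of cytotoxic T cells, 1.32 (standard error 0.59); CD68, of macrophage lysosomes, had 0.96 (standard error 0.21) and SIGLEC1, an interferon-induced macrophage receptor, 1.17 (standard error 0.46). By camera the interferon-γ and antigen presentation genes (adjusted p = 1.71e-08, and adjusted p = 0.19 with an estimated correlation), the T and NK cell genes (adjusted p = 0.00743, and adjusted p = 0.635 with an estimated correlation) and the macrophage genes (adjusted p = 0.00389, and adjusted p = 0.403 with an estimated correlation) were higher in VEH-untreated/SIV animals; the difference in mean log2 level changed from 0.633 to 0.301 without IJ60 and 0.321 without GK22 for T and NK cells and from 0.498 to 0.291 without GJ01 for macrophages. In THC/SIV animals the same 3 lists had adjusted p = 0.034, 0.133 and 0.287 by camera, and adjusted p = 0.687, 0.738 and 0.738 with an estimated correlation, and the difference for the first changed from 0.243 to 0.0649 without JT80 and 0.0664 without GK22.

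Hypoxia genes had mostly positive log2 fold changes in both infected groups, 13 of 14 in VEH-untreated/SIV and 14 of 14 in THC/SIV animals. As a set they passed camera at its preset correlation alone, and edgeR called 0 of them over all genes in either group. ERO1A, an oxidase for protein folding, had 1.85 (standard error 0.44) in VEH-untreated/SIV and 1.73 (standard error 0.61) in THC/SIV animals, and BNIP3 2.27 (standard error 0.82) with THC (-0.14 with the salivary gland level as a covariate). The hypoxia list was higher by camera in VEH-untreated/SIV (adjusted p = 3.68e-06, and adjusted p = 0.19 with an estimated correlation) and in THC/SIV animals (adjusted p = 8.02e-05, and adjusted p = 0.498 with an estimated correlation), and 3 of 14 genes were higher in VEH-untreated/SIV animals when adjusted over the list alone, against 0 over all genes by edgeR (4 at an unadjusted p under 0.05, 2 by DESeq2). Squamous differentiation genes were higher as well (adjusted p = 1.45e-05, and adjusted p = 0.255 with an estimated correlation in VEH-untreated/SIV and adjusted p = 0.0195, and adjusted p = 0.738 with an estimated correlation in THC/SIV animals), with KRT78, a keratin of the mouth lining, at 1.25 (standard error 0.36) and 1.10 (standard error 0.55). VWF, which vessels release for clotting, had 1.17 (standard error 0.37) in VEH-untreated/SIV animals, where endothelial genes were higher by camera (adjusted p = 0.000803, and adjusted p = 0.366 with an estimated correlation) and smooth muscle genes did not pass (adjusted p = 0.315, and adjusted p = 0.744 with an estimated correlation). In THC/SIV animals autophagy (adjusted p = 0.0179, and adjusted p = 0.498 with an estimated correlation) and lipid biosynthesis genes (adjusted p = 0.0213, and adjusted p = 0.738 with an estimated correlation) were higher by camera. These differences of THC/SIV animals in mean log2 level rest on single animals: they changed from 0.537 to 0.222 without JI45 for hypoxia, from 0.0951 to -0.138 without JI45, 0.166 without JT80, 0.258 without IV90, -0.0343 without JC65, 0.0533 without GJ01 and 0.272 without GK11 for squamous differentiation, from 0.247 to 0.106 without JI45 and 0.378 without IV90 for autophagy and from 0.168 to 0.0133 without JI45, 0.259 without IV90, 0.0733 without JC65 and 0.269 without GK11 for lipid biosynthesis.

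Other lists passed camera at its preset correlation in no comparison; the smallest adjusted p of each over the 3 comparisons was 0.0501 for neutrophils, 0.0723 for matrix metalloproteinases, 0.0792 for the cell cycle, 0.0792 for fibroblasts and matrix, 0.0798 for Schwann cells and nerve, 0.103 for glucocorticoid targets, 0.317 for antioxidant genes, 0.317 for basal epithelium, 0.317 for circadian genes, 0.317 for Langerhans and dendritic cells, 0.319 for Toll-like receptor signaling, 0.327 for endoplasmic reticulum stress, 0.507 for endocannabinoid genes and 0.535 for immediate early stress genes. Mast cell genes, compared by their mean levels alone, had adjusted p = 0.667, 0.936 and 0.959 from the exact permutation test in VEH-untreated/SIV and THC/SIV animals against the controls and between them.

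At an unadjusted p under 0.05, fewer genes were higher in THC/SIV (252) than in VEH-untreated/SIV animals (751), each against the controls. In the mean of the interferon genes, THC/SIV animals kept 89.4% of the rise in VEH-untreated/SIV animals, and 3 of 3 lay above every control. This goes against a weaker interferon response, but the mean log2 levels ran from 3.72 in IV90 to 5.59 in JT80. With such a spread 3 animals are too few to exclude a weaker response. A weaker response of alarmins and serine peptidases may be part of the lower count, since their mean levels were lower with THC (exact permutation p = 0.0417 or less, though adjusted p = 0.617 and 0.771 over 37 lists), but the lists hold 25 tested genes, where the counts differ by 499. The amount of muscle in the tissue pieces stays open: with the muscle level as a covariate the counts were 1278 in THC/SIV and 926 in VEH-untreated/SIV animals, a ratio of 1.38, so the direction turned, while at an adjusted p edgeR called 0 and 33. For group size, 0 of the 35 sets of 3 VEH-untreated/SIV animals had a count as low, and without GK11 0 of 35. Taking 3 animals thus did not by itself give so low a count in that group. The low count of THC/SIV rests on IV90, since without this animal it was 670, a count that 14 of 21 pairs did not exceed, so group size is not settled beyond that. THC itself, the injections by which it was given and other differences of the animals remain untested and cannot be told apart here.

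AGR2, WFDC2 and TSC22D3 had lower levels in VEH-untreated/SIV animals than in controls; the 24 measured salivary gland genes, which leave these 3 and all of Tables S1 to S6 out and stand on no other list, are most abundant for SCGB3A1 (2232 CPM in the controls and 1078 in VEH-untreated/SIV animals) and ZG16B (1522 and 917). For TSC22D3 the values go against the amount of salivary gland as the source. Its r with the salivary gland level among the 7 animals was -0.279 (exact permutation p = 0.542), where a fall of gland tissue needs a positive one. Its log2 fold change was -0.82 with the gland level as a covariate and -0.72 without it. An r from 7 animals is too uncertain to exclude gland. For AGR2 the amount of gland may be part of the source, with r = 0.955 and a gland level that was lowest in JR60 (2.83) and IJ60 (3.27), against 4.92 to 5.31 in the controls. Its log2 fold change of -1.50 stayed at -1.003 with the gland level as a covariate (adjusted p = 0.178 by edgeR). The mean of gland genes is an imperfect measure of the tissue, so this does not settle whether gland accounts for all of the fall. For WFDC2, with r = 0.581, the amount of gland cannot be told apart from a change within gland cells, since 7 animals are too few to decide. Loss of gland in infection, a biological hypothesis, and a tissue piece taken with less gland would look alike here.

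Other splits of the animals test whether chance can make such counts. For VEH-untreated/SIV against Control, with 36 genes called, 3 of 100 splits drawn from 792, the real one included, called as many. This share is under the limit of 0.05 set before, but it is imprecise with 100 drawn splits, so chance is made less likely and not excluded. The highest other, 319, sets GJ01, GK11, GK22, JJ71, JR15, KA05 and JD59 against the rest, which follows muscle tissue and points to a structure of the samples. That split comes from a single draw: another draw, with another seed and not kept in the tables, held none that called as many as the real groups, so the highest other and its reading rest on the draw. For THC/SIV against Control, with 1 gene, 6 of 56 splits called as many, so chance cannot be excluded, and the highest other, 299, sets JC65, JD95 and JT80, all of little muscle, against the rest (IV90, also of little muscle, among them), which again points to a structure of the samples. For VEH-untreated/SIV against THC/SIV, with 0 genes, all 100 of 100 splits drawn from 120 necessarily called as many, which says nothing on chance, and the highest other called 32.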
